# GDF8 inhibition enhances musculoskeletal recovery and mitigates posttraumatic osteoarthritis following joint injury

**DOI:** 10.1126/sciadv.adi9134

**Published:** 2023-11-29

**Authors:** Camille R. Brightwell, Christine M. Latham, Alexander R. Keeble, Nicholas T. Thomas, Allison M. Owen, Kelsey A. Reeves, Douglas E. Long, Matthew Patrick, Sara Gonzalez-Velez, Varag Abed, Ramkumar T. Annamalai, Cale Jacobs, Caitlin E. Conley, Gregory S. Hawk, Austin V. Stone, Jean L. Fry, Katherine L. Thompson, Darren L. Johnson, Brian Noehren, Christopher S. Fry

## Abstract

Musculoskeletal disorders contribute substantially to worldwide disability. Anterior cruciate ligament (ACL) tears result in unresolved muscle weakness and posttraumatic osteoarthritis (PTOA). Growth differentiation factor 8 (GDF8) has been implicated in the pathogenesis of musculoskeletal degeneration following ACL injury. We investigated GDF8 levels in ACL-injured human skeletal muscle and serum and tested a humanized monoclonal GDF8 antibody against a placebo in a mouse model of PTOA (surgically induced ACL tear). In patients, muscle GDF8 was predictive of atrophy, weakness, and periarticular bone loss 6 months following surgical ACL reconstruction. In mice, GDF8 antibody administration substantially mitigated muscle atrophy, weakness, and fibrosis. GDF8 antibody treatment rescued the skeletal muscle and articular cartilage transcriptomic response to ACL injury and attenuated PTOA severity and deficits in periarticular bone microarchitecture. Furthermore, GDF8 genetic deletion neutralized musculoskeletal deficits in response to ACL injury. Our findings support an opportunity for rapid targeting of GDF8 to enhance functional musculoskeletal recovery and mitigate the severity of PTOA after injury.

## INTRODUCTION

Musculoskeletal disorders contribute to a substantial proportion of disability among people worldwide (*1*, *2*). Knee osteoarthritis (OA) is an exceptionally prevalent chronic disease that is characterized by the progressive destruction of cartilage, causing pain and disability (*3*, *4*). Prior joint injury, such as that sustained during anterior cruciate ligament (ACL) tear, markedly predisposes the development of posttraumatic osteoarthritis (PTOA). More than 200,000 ACL tears occur annually in the United States (*5*, *6*), with 50 to 90% of individuals going on to develop PTOA within 15 years (*7*, *8*). There are currently no treatments to address the persistent weakness and joint degeneration in PTOA, but the development of interventions given at the time of ligament injury offers an opportunity for prevention of PTOA.

Growth differentiation factor 8 (GDF8), or myostatin, is a myokine that has been implicated in the pathogenesis of musculoskeletal degeneration in knee OA and following ACL injury (*9*–*11*). As a member of the transforming growth factor–β superfamily, GDF8 is most known for its role as a negative regulator of muscle size (*12*, *13*). GDF8 activates SMAD2/3 signaling to affect transcriptional activity, where, in addition to promoting muscle atrophy (*13*), it can inhibit osteogenic differentiation (*14*, *15*) and chondrocyte proliferation (*16*). Preclinical work from our group and others has also revealed that GDF8 directly regulates skeletal muscle fibrosis (*9*, *17*). Given its potent musculoskeletal growth antagonism, strategies to inhibit GDF8 have been thoroughly investigated. Genetic deletion strategies and soluble receptor/neutralizing antibodies have shown efficacy in attenuating musculoskeletal loss during cancer cachexia (*18*, *19*) and spaceflight (*20*), and several GDF8-targeting pharmaceutical products are currently in clinical development (*21*–*24*).

We hypothesized that early blockade of GDF8 via humanized monoclonal antibody following ACL injury would protect against rapid deficits in muscle strength and size and attenuate fibrosis development—in addition to mitigating longer-term loss of periarticular bone microarchitecture and the development of PTOA. Here, we describe in human participants the rapid increase in GDF8 following ACL injury that predicts muscle atrophy, weakness, and periarticular bone loss in patients 6 months following surgical reconstruction. Using mouse models of PTOA, we demonstrate that genetic and antibody blockade of GDF8 restored muscle size and functionality and reduced the induction of metalloproteinases within articular cartilage. GDF8 inhibition reduced muscle fibrosis, rescued the skeletal muscle and articular cartilage transcriptomic response to ACL injury, and attenuated PTOA severity. Together, these data demonstrate that GDF8 represents an early modifiable target in human joint injury, and anti-GDF8 antibody (anti-GDF8 Ab) administration is an effective countermeasure to musculoskeletal perturbations following joint injury.

## RESULTS

### Early induction of GDF8 in skeletal muscle is predictive of prolonged musculoskeletal deficits following a ligament injury and surgical reconstruction

Across our patient cohort (table S1), quadriceps strength and ability to rapidly generate torque (rate of torque development) were depressed immediately following injury to the ACL and failed to recover following surgical reconstruction and physical therapy (Fig. 1, A to C, and fig. S1A). Strength loss was accompanied by quadriceps muscle fiber atrophy [25% reduction in fiber cross-sectional area (CSA); Fig. 1, D and E] and collagen accumulation (fig. S1B) in the injured limb. Quadriceps myocellular deficits (atrophy and fibrosis) following ACL injury are unresponsive to the current standard of care (*9*, *25*) and persist in patients with knee OA (*26*, *27*). As a consequence of quadriceps atrophy and weakness, ACL injury alters joint mechanics, disrupting the physiological loading of periarticular bone and cartilage, contributing to PTOA pathology (*28*). Notably, subchondral bone remodeling precedes cartilage destruction in PTOA (*29*). Bone mineral density (BMD) of the proximal tibial metaphysis and distal femoral metaphysis declined by ~20% 6 months following surgical reconstruction in our cohort (Fig. 1, F to H). The initial ACL rupture induced a rapid >2-fold elevation in GDF8 protein abundance in the injured limb quadriceps that remained elevated at 1 week and 4 months after surgical reconstruction (Fig. 1I). Immunoblot detection of GDF8 was validated in a subset of participants via enzyme-linked immunosorbent assay (fig. S1C). Serum concentration of GDF8 was highest before surgical reconstruction (fig. S1D), and quadriceps GDF8 levels were positively correlated to serum GDF8 concentration before reconstruction (*R* = 0.465; fig. S1E). The mature GDF8 protein dimerizes before binding the activin receptor type IIB (ActRIIB) and recruiting anaplastic lymphoma kinase 4/5 to activate the SMAD2/3 signaling pathway to affect the target gene transcriptional activity (*30*). SMAD3 phosphorylation (Ser^423/425^) is elevated in whole quadriceps homogenates and myonuclei following initial ligament injury and 1 week following surgical reconstruction (figs. S1, F to H, and S2, A and B). Notably, participants who had the largest induction in quadriceps GDF8 following ACL injury showed the most severe performance and musculoskeletal deficits (strength, atrophy, and periarticular bone loss) 4 to 6 months following reconstruction (Pearson’s correlations in Fig. 1J and scatterplots in fig. S3). Quadriceps atrophy and weakness, as well as periarticular bone loss, are normalized to the noninvolved contralateral limb. Measures of muscle strength and BMD within the “healthy” noninvolved contralateral limb showed no meaningful change across 6 months of follow-up, supporting its utility as an internal genetic control (fig. S4).

**Fig. 1.**
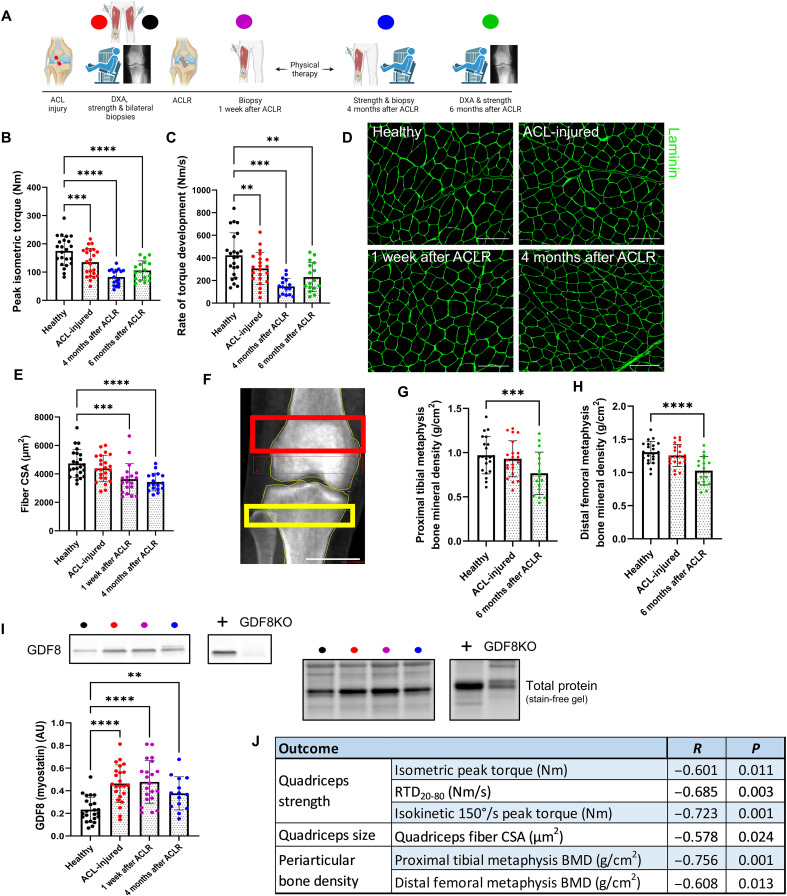
GDF8 is a molecular transducer of musculoskeletal deficits that are obstinate to surgical reconstruction and rehabilitation following ligamentous injury. (**A**) Participants with ACL injury underwent measures of knee extensor dynamometry, quadriceps biopsies, and periarticular bone mineral density at indicated time points pre- and post-reconstruction. (**B**) Knee extension peak isometric torque and (**C**) rate of torque development are reduced after ACL injury and do not recover. (**D**) Representative immunohistochemistry (IHC) image of muscle fiber cross-sectional area (CSA). Scale bars, 200 μm. (**E**) Quadriceps muscle fiber atrophy occurs progressively after ACL injury and does not recover. (**F**) Representative image from dual-energy x-ray absorptiometry (DXA). The red box indicates distal femoral metaphysis; the yellow box indicates proximal tibial metaphysis. Scale bar, 4 cm. Bone mineral density is decreased in the (**G**) proximal tibial metaphysis and (**H**) distal femoral metaphysis 6 months following ACLR. (**I**) GDF8/myostatin expression is elevated in the quadriceps muscle after ACL injury and remains elevated after ACL surgical reconstruction (ACLR). (**J**) Greater loss of quadriceps/knee extension strength, quadriceps size, and periarticular bone density at 4 to 6 months after reconstruction are correlated with quadriceps muscle GDF8 expression after ACL injury. Scatterplots can be seen in fig. S3. *N* = 23 (B to E and I), 21 (G and H). **P < 0.01, ***P < 0.005, and ****P < 0.001 versus healthy via mixed effects model and Dunnett’s correction for multiple comparisons. AU, arbitrary units; GDF8KO, GDF8 knockout; BMD, bone mineral density; RTD, rate of torque development.

### Humanized monoclonal antibody targeting GDF8 reduces phospho-SMAD3 and prevents quadriceps atrophy and weakness following ACL injury

We performed in vivo muscle strength testing, immunohistomorphometry, fluorescent activated cell sorting (FACS) and collagen assays on quadriceps muscle after ACL transection (ACLT) in a murine PTOA model (Fig. 2A). The ACLT model induces rapid elevation in quadriceps GDF8 abundance (fig. S5A) that mimics clinical GDF8 response to ACL tear (fig. S1C). To conceptualize the quadriceps GDF8 increase following ACLT, a small cohort of mice were subjected to 1-week unilateral limb immobilization (fig. S5B) (*31*). Unilateral limb immobilization resulted in a significant elevation in quadriceps GDF8 that was less than half of the GDF8 increase observed 1 week after ACLT (fig. S5, A and B). To further interrogate the contribution of disuse to ACL injury–induced GDF8, a cohort of mice underwent unilateral limb immobilization for 1 week after ACLT. The combination of forced disuse plus ACLT did not meaningfully enhance quadriceps GDF8 beyond ACLT injury alone (fig. S5C), suggesting that post-injury disuse is not the sole effector of GDF8 or quadriceps atrophy (fig. S5, D and E) after ACL injury.

**Fig. 2.**
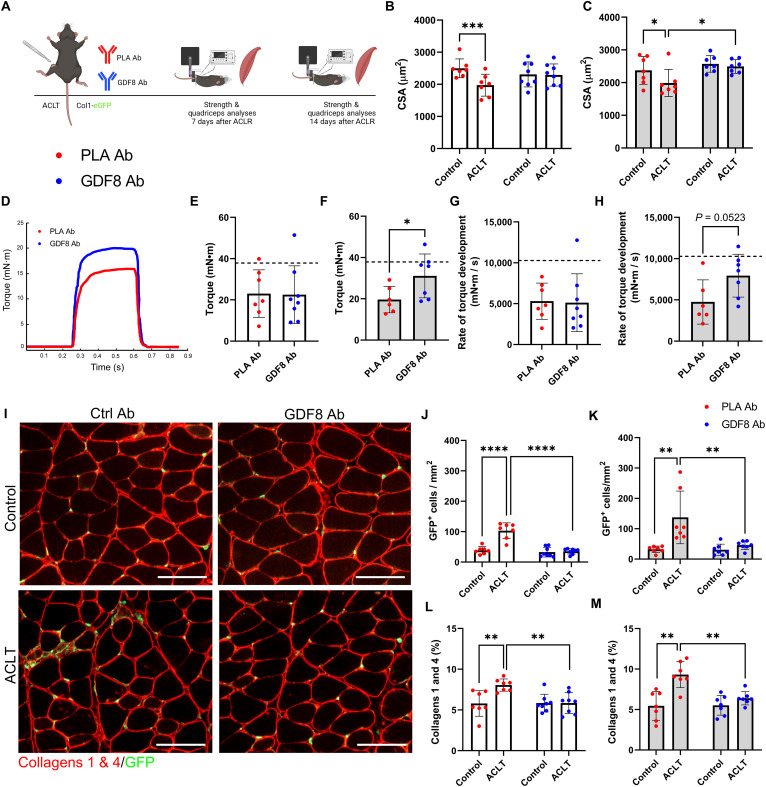
Humanized monoclonal antibody targeting GDF8 mitigates quadriceps atrophy and weakness and improves muscle quality following ACL injury. (**A**) Study diagram; mice were treated biweekly. (**B**) PLA Ab–treated mice show quadriceps atrophy 1-week after ACL transection (ACLT) (drug × injury interaction, *P* = 0.002). (**C**) GDF8 Ab treatment rescues quadriceps fiber atrophy at 2 weeks after ACLT (drug × injury interaction, *P* = 0.024). (**D**) Representative tetanic graph from quadriceps peak isometric torque. (**E**) PLA Ab– and GDF8 Ab–treated mice show similar knee extension torque at 1 week after ACLT. (**F**) Knee extension weakness is mitigated by GDF8 Ab treatment 2 weeks after ACLT. Dashed lines in (E) and (F) represent mean values from uninjured control mice from historical laboratory data. (**G**) PLA Ab– and GDF8 Ab–treated mice show similar knee extension rates of torque development at 1 week after ACLT. (**H**) The knee extension rate of torque development is enhanced by GDF8 Ab treatment 2 weeks after ACLT injury. Dashed lines in (G) and (H) represent mean values from uninjured control mice from historical laboratory data. (**I**) Representative IHC images of quadriceps collagens 1 and 4 and collagen 1 (Col1)–GFP^+^ cells. scale bars, 100 μm. (**J** and **K**) GDF8 Ab treatment attenuates elevated abundance of Col1-GFP^+^ cells in quadriceps (J) 1 and (K) 2 weeks after ACLT [drug × injury interaction, *P* < 0.001 (J) and *P* = 0.019 (K)]. (**L** and **M**) GDF8 Ab treatment blocks the increase in collagens 1 and 4 in quadriceps (L) 1 and (M) 2 weeks after ACLT [drug × injury interaction, *P* = 0.006 (L) and *P* = 0.036 (M)]. *N* = 7 to 8 mice per group. *P < 0.05, **P < 0.01, ***P < 0.005, and ****P < 0.001 represent Šidák’s multiple comparison post hoc tests performed when significant interactions were detected via mixed models (B, C, J, K, L, and M) or independent sample *t* test (E to H). PLA Ab, placebo antibody; GDF8 Ab, GDF8 antibody; GFP, green fluorescent protein.

Following ACLT, mice were randomized to receive twice weekly subcutaneous injections of either a human monoclonal antibody specific to GDF8/myostatin [GDF8 Ab; 10 mg/kg; REGN647 (*23*), Regeneron Pharmaceuticals] or a placebo antibody (PLA Ab; 10 mg/kg; REGN1945, Regeneron Pharmaceuticals). One and 2 weeks after ACLT, PLA Ab–treated mice showed quadriceps muscle fiber atrophy (Fig. 2, B and C); anti-GDF8 treatment protected against atrophy (Fig. 2C). Anti-GDF8 treatment resulted in higher bodyweight 1 and 2 weeks after ACLT (fig. S6, A and B). In vivo tetanic torque analysis of quadriceps muscles at 2 weeks after ACLT showed increased muscle strength with anti-GDF8 treatment (Fig. 2, D to F, and fig. S6, C and D). Bodyweight-normalized torque, but not specific (i.e., fiber CSA-normalized) torque, was higher with anti-GDF8 treatment compared to PLA (fig. S6, E to H). In addition, the rate of torque development was greater with anti-GDF8 treatment 2 weeks after ACLT (Fig. 2, G and H). When normalized to peak torque, the rate of torque development showed a numerical, but not statistical, improvement with anti-GDF8 treatment 2 weeks after ACLT (fig. S6, I to K). We then evaluated the effects of GDF8 administration on SMAD3 phosphorylation (pSMAD3^Ser423/425^), both on whole quadriceps homogenates and myonuclei that are known to be pSMAD3^+^ after a knee injury (*32*). Immunoblot analysis revealed a reduction in pSMAD3 1 week after ACLT in animals treated with anti-GDF8 Ab (fig. S7, A to C). Probing myonuclei after ACLT demonstrated a reduction in pSMAD3 fluorescence intensity in animals treated with anti-GDF8 Ab as compared to placebo controls (fig. S7, D to F). Thus, twice weekly, anti-GDF8 Ab dosing decreased pSMAD3 and preserved quadriceps fiber size, tetanic torque, and rate of torque development after ACLT, as compared to placebo treatment.

### Anti-GDF8 treatment reduces fibrogenic cell abundance and quadriceps fibrosis following ACL injury

GDF8 signaling is a potent stimulator of fibrosis in skeletal muscle (*9*, *17*), with collagen 1 being the primary contributor to muscle fibrosis (*33*). Collagen 1–expressing cells were identified using a mouse line expressing enhanced green fluorescent protein (eGFP) under the control of the *collagen-*α*1(I)* promoter (mice denoted as Col1-GFP^+^) (*34*). To determine the effect of anti-GDF8 treatment on collagen 1–expressing cells, the quadriceps muscle was evaluated immunohistochemically for GFP^+^ cells after ACLT. Anti-GDF8 treatment reduced the abundance of GFP^+^ cells after ACLT as compared to placebo treatment (Fig. 2, I to K). This was associated with lower collagen 1 and 4 abundance in quadriceps muscle after ACLT (Fig. 2, L and M). GFP^+^ cells were primarily located outside of the basal lamina and exhibited adherent properties along the length of isolated single muscle fibers (Figs. 2I and 3A). To provide insight into the cellular identity of collagen 1–expressing cells, we performed FACS, capturing cells that were GFP^+^ (Fig. 3, B and C). GFP^+^ cells were isolated 1 week following ACLT, and placebo-treated animals had increased abundance of GFP^+^ cells isolated from the quadriceps after ACLT (Fig. 3D). Col1-GFP^+^ cells from the ACLT limb were further identified as fibro/adipogenic progenitor cells (FAPs) and satellite cells on the basis of labeling with Stem cell antigen 1 (Sca-1; GFP^+^, Sca-1^+^) and integrin α7 (α7; GFP^+^, α7^+^), respectively (fig. S8, A to D) (*33*). GDF8 Ab treatment did not induce substantive changes to the abundance of FAPs or satellite cells within the Col1-GFP^+^ cell fraction 1 week after ACLT injury (fig. S8, E to H). Unlabeled Col1-GFP^+^ cells (GFP^+^, Sca-1^−^, α7^−^) were further profiled for periostin (Fig. 3E), a marker that has been associated with myofibroblasts and other cell types that contribute to ECM remodeling post-injury (*35*). GDF8 Ab treatment mitigated the increase in periostin^+^; Col1-GFP^+^ cells in the quadriceps 1 week after ACLT (Fig. 3, F to I). Immunocytochemical analysis of Col1-GFP^+^ cells from the same mice showed an increase in periostin signal intensity 1 week after ACLT that was mitigated by GDF8 Ab treatment (Fig. 3, J to L). Further immunohistochemical analysis of quadriceps Col1-GFP^+^ cells demonstrated an elevated fraction that stained positive for periostin 1 week after ACLT that was mitigated by GDF8 Ab treatment (Fig. 3, M to O). To further explore the fraction of Col1-GFP^+^ cells that may be classified as myofibroblasts, immunohistochemical analysis of quadriceps demonstrated an elevated fraction that stained positive for myofibroblast marker alpha–smooth muscle actin (αSMA) (*33*) 1 week after ACLT that was mitigated by GDF8 Ab treatment (fig. S8, I to K). Gene expression analysis of *Acta2* revealed similar findings, with GDF8 Ab treatment attenuating the increase in *Acta2* 1 week following ACLT (fig. S8L). We observed frequent co-labeling of Col1-GFP^+^ cells with αSMA and periostin in the ACLT-injured quadriceps of PLA Ab–treated mice (fig. S8, M to O).

**Fig. 3.**
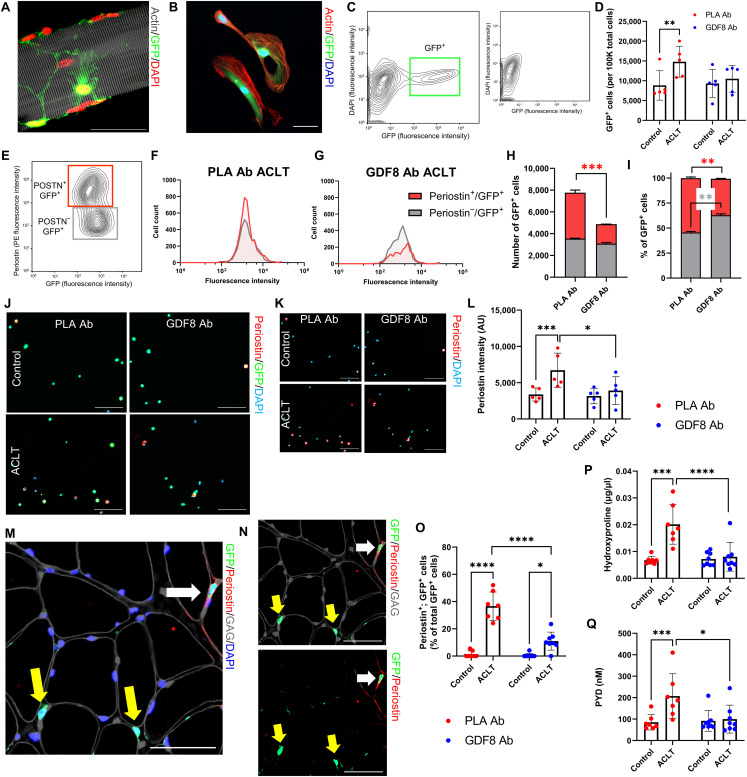
Treatment with anti-GDF8 antibody reduces muscle fibrogenic cell expansion and fibrosis following ACL injury. (**A** and **B**) Representative images demonstrating Col1-GFP^+^ cells on (A) a muscle fiber and (B) following FACS isolation. Scale bars, 50 μm. (**C**) Representative FACS plot indicating muscle Col1-GFP^+^ cells; small inset indicates GFP^+^ cell absence in wild-type mice. (**D**) ACLT increases quadriceps Col1-GFP^+^ cell abundance in PLA Ab–treated mice (drug × injury interaction, *P* = 0.029). (**E**) Col1-GFP^+^ cells were gated by periostin expression level. (**F** and **G**) Representative histograms demonstrating periostin cell counts and GFP fluorescence intensity in ACLT limbs of PLA Ab– and GDF8 Ab–treated mice. (**H** and **I**) GDF8 Ab treatment lowers (H) raw and (I) relative cell abundance of periostin^+^; Col1-GFP^+^ cells in the ACLT quadriceps [drug × cell type interaction, *P* = 0.012 for both (H) and (I)]. (**J** and **K**) Representative images of isolated Col1-GFP^+^ cells stained for periostin. Scale bars, 100 μm. (**L**) GDF8 Ab treatment attenuates elevated periostin intensity in Col1-GFP^+^ cells 1 week after ACLT (drug × injury interaction, *P* = 0.011). (**M** and **N**) Representative IHC images denoting periostin, Col1-GFP, glycosaminoglycans (GAG), and 4′,6-diamidino-2-phenylindole (DAPI) in ACLT-injured quadriceps. White arrow: periostin^+^; Col1-GFP^+^ cell; yellow arrows: periostin^−^; Col1-GFP^+^ cells. Scale bars, 50 μm. (**O**) GDF8 Ab treatment attenuates elevated frequency of quadriceps periostin^+^; Col1-GFP^+^ cells 1 week after ACLT (drug × injury interaction, *P* < 0.001). (**P** and **Q**) GDF8 Ab treatment rescues elevated (P) hydroxyproline abundance and (Q) pyridinoline (PYD) cross-linking in quadriceps muscle post-ACLT [drug × injury interaction, *P* = 0.002 for both (P) and (Q)]. *N* = 2 mice per group (E to I), 5 mice per group (C, D, and J to L), and 7 to 8 mice per group (M to Q). *P < 0.05, **P < 0.01, ***P < 0.005, and ****P < 0.001 represent Šidák’s multiple comparison post hoc tests performed when significant interactions were detected via mixed models. POSTN, periostin.

A majority of Col1-GFP^+^ cells were classified as FAPs (fig. S8, E to H), and additional immunocytochemical and immunohistochemical analysis of Col1-GFP^+^ cells showed a large proportion that stained positively for transcription factor 7 l2 (Tcf7l2) and platelet-derived growth factor receptor alpha (Pdgfrα), both canonical markers of fibroblasts and FAPs (*36*). The frequency of Tcf7l2^+^, Col1-GFP^+^ cells was not affected by ACLT or drug treatment nor was the fluorescent intensity of Tcf7l2 and Pdgfrα affected by ACLT or drug treatment (figs. S8, P to R, and S9, A to D).

To determine the effect of anti-GDF8 antibodies on muscle fibrosis, quadriceps muscles from 1-week treated mice were evaluated for hydroxyproline content, a measure of collagen deposition (*37*). Anti-GDF8 treatment reduced hydroxyproline content compared to placebo controls in quadriceps muscle after ACLT (Fig. 3P). Collagen fibrils undergo substantial posttranslational modification to alter the strength and stiffness of the extracellular matrix (ECM). Pyridinium cross-links are enzymatically added to collagen fibrils to increase passive muscle stiffness (*38*). Animals receiving anti-GDF8 treatment showed lower pyridinium cross-links in the quadriceps 1 week following ACLT (Fig. 3Q). To further quantify protection against fibrosis, quadriceps muscles were evaluated by Sirius Red staining. Anti-GDF8 treatment decreased fibrosis/collagen content in quadriceps muscles compared to placebo controls (fig. S10, A to C). Sirius Red–stained slides were also imaged under polarized light to quantify dense (red), intermediate (yellow), and loose (green) collagen (*39*, *40*). Quadriceps muscle in placebo-treated animals increased loose and intermediate collagen 1 week after ACLT with an increase in dense collagen 2 weeks after ACLT (fig. S10, D to H). Animals treated with anti-GDF8 antibodies showed a less robust alteration in collagen orientation in quadriceps muscle 1 and 2 weeks after ACLT (fig. S10, D to H). Together, these data indicate that treatment with anti-GDF8 Ab is effective in decreasing collagen 1–eGFP^+^ (Col1-eGFP^+^) cell abundance and quadriceps fibrosis following ACLT.

As a control for ACLT, mice underwent sham surgery, in which the joint capsule was opened but the ACL was not transected (fig. S11A). The sham-operated animals showed a significant, but subtle increase in quadriceps GDF8 (25% increase; fig. S11B), which was far less robust than the 280% elevation in quadriceps GDF8 noted with ACLT (fig. S5A). In addition, sham-operated mice did not show significant quadriceps fiber atrophy nor was there an increase in Col1-eGFP^+^ cell abundance (fig. S11, C to E). Sham surgery induced a slight increase in quadriceps collagen abundance (*P* = 0.06; fig. S11F).

### Distinct quadriceps transcriptomic signatures are associated with anti-GDF8 treatment and ACL injury

To identify the pathways that differ among placebo versus anti-GDF8–treated skeletal muscle in both control and ACLT limbs, RNA sequencing (RNA-seq) analysis was performed on quadriceps from these four groups. A large number of transcripts were substantially and distinctly changed by ACLT and anti-GDF8 treatment or placebo treatment (Fig. 4A). Unbiased investigation of the most affected cellular pathways associated with anti-GDF8 or placebo treatment after ACLT in quadriceps was performed using the REACTOME Pathways Knowledgebase (Fig. 4, B and C, and fig. S12) (*41*). In placebo-treated animals, ACLT significantly increased the abundance of genes associated with ECM remodeling in the quadriceps 1 week after injury (fig. S12). Notable pathways down-regulated by ACLT in placebo-treated animals included neddylation, ubiquitination and proteasome degradation, mTOR signaling, and translation (fig. S12).

**Fig. 4.**
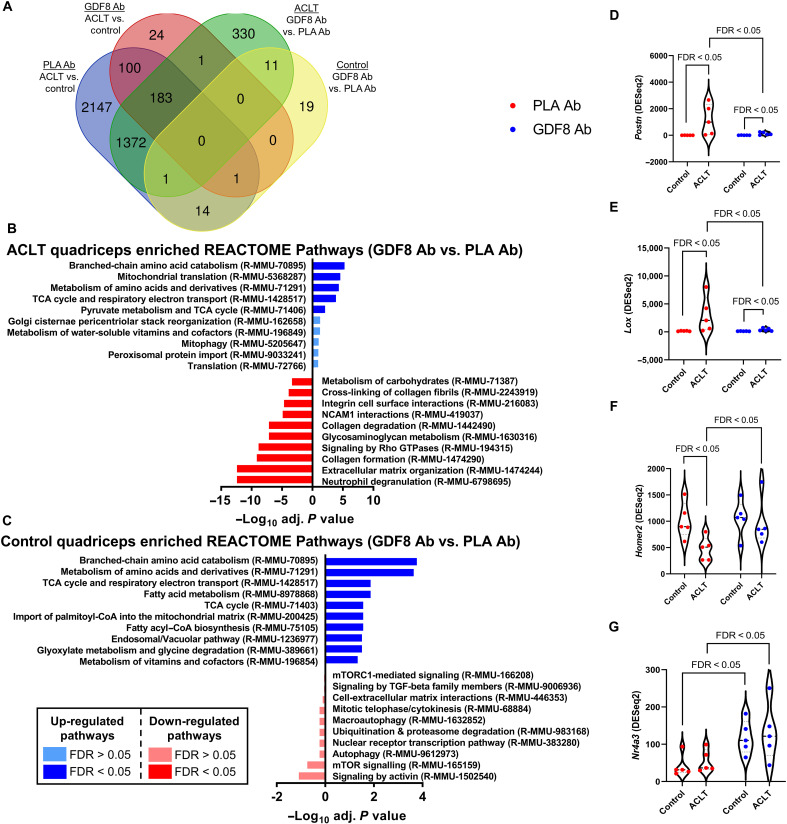
Transcriptomic analysis of most-changed genes by GDF8 inhibition in quadriceps muscle following ACL injury. RNA-seq analysis was performed on quadriceps muscles from the study depicted in Fig. 2A at 1 week after ACLT (*n* = 5 mice per group; samples were not pooled). Analysis was performed on PLA Ab– and anti-GDF8 Ab–treated control and ACLT quadriceps. (**A**) Venn diagram depicting a number of genes differentially expressed by limb and treatment group. (**B** and **C**) Most activated (blue) and inhibited (red) pathways associated with GDF8 inhibition in the (B) ACLT quadriceps and (C) control quadriceps using REACTOME Pathway Knowledgebase. Pathways having false discovery rate (FDR) *P* < 0.05 for either direction are bright colors; pathways having FDR *P* > 0.05 for either direction are muted colors. (**D**) Expression of *periostin* (*Postn*) is elevated following ACLT and is mitigated by treatment with GDF8 Ab. (**E**) Expression of *lysyl oxidase* (*Lox*) is elevated following ACLT and is mitigated by treatment with GDF8 Ab. (**F**) Expression of *Homer 2* (*Homer2*) is depressed following ACLT and is greater with anti-GDF8 Ab treatment. (**G**) Expression of *nuclear receptor 4A3* (*Nr4a3*) is elevated in control and ACLT quadriceps following anti-GDF8 Ab treatment. Gene expression levels were calculated using the DESeq2 method. FDR < 0.05 denote specific comparisons.

Anti-GDF8 treatment significantly increased the abundance of genes associated with oxidative respiration and amino acid metabolism 1 week after ACLT as compared to placebo treatment (Fig. 4B). Another notable (although not significant) pathway up-regulated by anti-GDF8 treatment after ACLT includes gene changes associated with translation (fig. S13A), which is depressed following ACL injury (fig. S12A) (*42*). We did not observe changes in E3 ubiquitin ligase genes *Trim63* and *Fbxo32* (fig. S13, B and C). Noteworthy, pathways down-regulated by anti-GDF8 treatment after ACLT (compared to placebo) include genes associated with ECM remodeling, collagen biosynthesis, degradation, and cross-linking (fig. S14), including periostin (*Postn*) and lysyl oxidase (*Lox*) (Fig. 4, D and E), congruent with phenotypic fibrosis and cross-linked collagen data presented in Figs. 2 and 3. In addition, anti-GDF8 treatment protected against injury-induced decreases in *Homer2* abundance (Fig. 4F). Homer 2 antagonizes protein degradation (*43*), and anti-GDF8 treatment may act to preserve muscle fiber size through Homer 2 after ACLT.

There were substantially fewer genes affected by anti-GDF8 treatment in the control limb as compared to placebo; however, notable pathways include gene changes associated with activation of the tricarboxylic acid cycle (TCA) and down-regulation of SMAD2/3 transcriptional activity (Fig. 4C). Anti-GDF8 treatment increased the abundance of *Nr4a3* in both the control and ACLT limb (Fig. 4G). The nuclear receptor Nor-1/Nr4a3 is one of the most exercise- and inactivity-responsive genes for its role in mediating the metabolic response to exercise (*44*).

### Longer-term anti-GDF8 dosing increases body mass and muscle fiber size and reduces muscle fibrosis

We performed a longer-term study evaluating animals undergoing treatment for 4 weeks after ACLT to assess muscle pathological features, such as fibrosis and atrophy, associated with knee OA (*26*, *27*). C57BL/6J mice were injected subcutaneously with anti-GDF8 or PLA Abs, at a dosage of 10 mg/kg, twice weekly, for a total of four consecutive weeks after ACLT (fig. S15A). Mice receiving anti-GDF8 Ab had increased body mass (fig. S15B) and quadriceps fiber CSA (both control and ACLT limbs; fig. S15C). Anti-GDF8–treated animals trended toward greater in vivo quadriceps tetanic torque (*P* = 0.09; fig. S15, D and E), but there was no difference in tetanic torque when normalized to bodyweight or fiber size (specific torque; fig. S15, F and G). Quadriceps fibrosis was reduced with anti-GDF8 treatment 4 weeks after ACLT (fig. S16, A to G). Together, these data indicate that longer-term treatment with anti-GDF8 Ab after ACLT increases body mass and muscle mass and reduces muscle fibrosis.

### GDF8 knockout reduces phospho-SMAD3 and prevents quadriceps atrophy, weakness, and fibrosis following ACL injury

We performed in vivo muscle performance testing, immunohistomorphometry, immunoblotting, and collagen assays on quadriceps muscle after ACLT in GDF8 knockout (GDF8KO) mice (Fig. 5A). GDF8KO mice had an approximate doubling of muscle mass compared to Col1-eGFP mice (fig. S17, A to C), and genetic loss of GDF8 protected against quadriceps atrophy following ACLT (Fig. 5, B to D). In vivo tetanic torque analysis of quadriceps muscles at 1 week after ACLT point showed a deficit in muscle strength in GDF8KO mice, but quadriceps torque was restored to control limb values at 2 and 4 weeks after ACLT (Fig. 5, E and F, and fig. S17, D and E). Notably, GDF8KO mouse torque values normalized to fiber CSA (“specific torque”) are similar to Col1-eGFP mice (fig. S6, G and H). GDF8KO mice exhibit markedly increased muscle mass from an increased number of muscle fibers (hyperplasia) formed during development (*12*) and increased fiber size (hypertrophy) in adulthood (Figs. 2, B and C, and 5, B to D). Immunoblot analysis revealed no effect of ACLT on pSMAD3 1 week after ACLT in GDF8KO animals (Fig. 5, G to I).

**Fig. 5.**
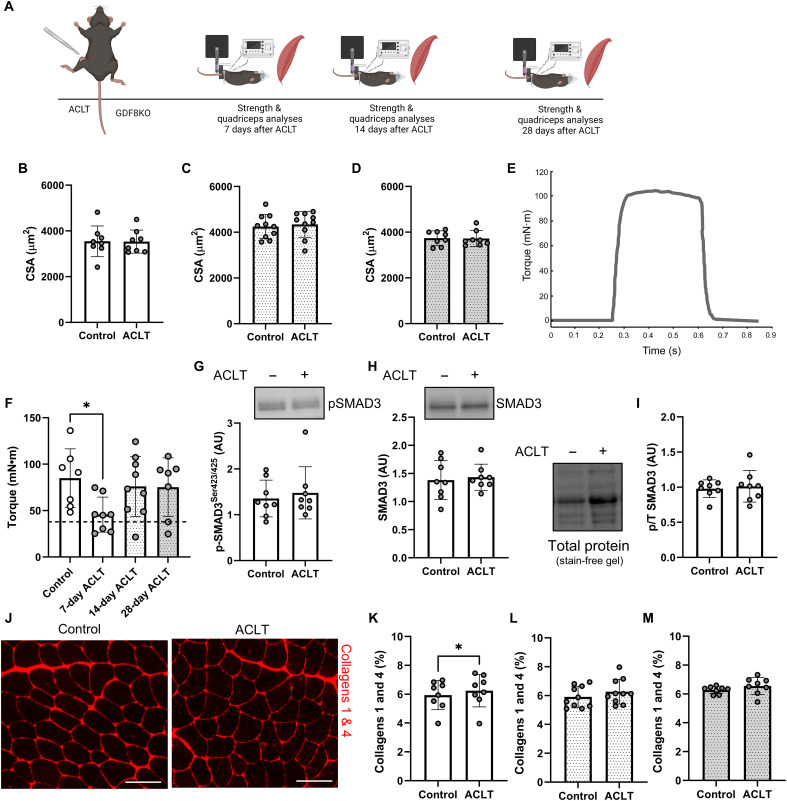
GDF8 knockout preserves quadriceps size, strength, and quality following ACL injury. (**A**) Study diagram; mice were studied at 7, 14, and 28 days after ACLT. (**B** to **D**) GDF8KO preserves quadriceps muscle fiber size (B) 7, (C) 14, and (D) 28 days after ACLT. (**E**) Representative tetanic graph from GDF8KO mouse knee extension peak isometric torque 14 days after ACLT. (**F**) Knee extension peak isometric torque is impaired 7 days after ACLT in GDF8KO mice (the dashed line represents the mean value from wild-type mice), but the strength impairment is rescued in GDF8KO mice 14 and 28 days after injury. (**G**) GDF8KO mitigates induction of pSMAD3 in the quadriceps 7 days following ACLT. (**H**) SMAD3 protein expression in GDF8KO mouse quadriceps muscle 7 days following ACLT. (**I**) pSMAD3 normalized to total SMAD3 in GDF8KO mouse quadriceps muscle 7 days following ACLT. (**J**) Representative IHC images of collagens 1 and 4 in control and ACLT quadriceps muscle. Scale bars, 100 μm. (**K** to **M**) GDF8KO protects against elevated collagen content in quadriceps (K) 7, (L) 14, and (M) 28 days after ACLT. *N* = 8 to 10 mice per group. *P < 0.05 via one-factor analysis of variance (ANOVA).

To determine the effect of GDF8KO on muscle fibrosis, quadriceps muscles were evaluated histochemically and immunohistochemically for collagen content after ACLT. Collagen abundance exhibited minimal differences in GDF8KO animals between ACLT and control limbs evaluated at 1, 2, and 4 weeks after ACLT (Fig. 5, J to M, and fig. S17, F to I). The assessment of collagen organization via polarized light showed alterations in the ACLT-affected quadriceps in GDF8KO mice (fig. S17, J to P), but this was not associated with differences in total collagen content. Hydroxyproline and pyridinium cross-link assessment at 1 week after ACLT showed no difference between limbs in GDF8KO mice (fig. S17, Q and R). Together, these data indicate that GDF8KO mitigates SMAD3 signaling and is effective in preventing quadriceps atrophy, weakness, and fibrosis following ACLT.

### Anti-GDF8 dosing and GDF8KO suppress injury-induced molecular, cellular, and joint structure change in PTOA

ACLT induces moderate to severe PTOA in mice (*45*), and we evaluated animals undergoing anti-GDF8 treatment for 1 or 4 weeks after ACLT to assess PTOA pathogenesis (Fig. 6A). 

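Knee articular cartilage was sampled on day 7 after ACLT from the injured and the contralateral control limbs of mice given a placebo antibody (PLA Ab) or anti-GDF8 antibody (GDF8 Ab) at 10 mg/kg. The RNA of 2 pools per group, named A and B, was sequenced. The 4 groups are called placebo control, placebo ACLT, anti-GDF8 control and anti-GDF8 ACLT. The paper gives 4 limbs per pool and 8 mice per group, and the sample labels give 4 mice per treatment. Nothing beyond the pools separates the replicates, so the p-value of a gene measures the spread between pools. The tissue tag, title and source of all 8 samples say cartilage, while a treatment tag of the 4 control samples says quadricep. The submitters' notes name STAR 2.7.3a, Partek and DESeq2 and the genome builds mm10 and mm39, without saying which step each served. The deposited table gives counts per 1e+06 reads (CPM), and every gene in it has at least 10 reads in some library. The value of 1 read, taken from the step between low values, gives a depth of 20.1 and 28.1 M (1e+06) reads in the placebo control pools A and B, 20.1 and 25.7 M in placebo ACLT, 16.4 and 19.8 M in anti-GDF8 control, and 27.6 and 19.9 M in anti-GDF8 ACLT. The median depth was 20.1 M reads. Between 69.7% and 75.5% of values under 200 reads were whole to within 0.02 of a read, so whole reads were not recovered for every gene. CPM was multiplied by the median depth, 1 was added, and log2 values of the 17401 genes with a mean of at least 10 (0.498 CPM) were fitted with limma in 1 model of all 8 libraries. A log2 fold change is therefore on the log2(value + 1) scale and understates the change of a gene with few reads. Adjusted p-values are Benjamini-Hochberg values over all tested genes, and a gene is called changed at an adjusted p under 0.05. Gene lists written from general knowledge took the place of REACTOME pathways, whose members are not given in the sources used here, and were tested with camera of limma at a preset correlation between genes of 0.01. Camera sets the members of a list against the other genes, so its p-value at that preset chiefly measures spread across genes taken as nearly independent. With the correlation estimated from the 8 libraries, no list passed in any comparison. A list count "adjusted over the list alone" uses the same fit with the adjustment made only among the members of the list. The pools held RNA of tissues other than cartilage. Skeletal muscle fiber markers are genes of contraction, calcium handling and energy supply in muscle fibers. They made up 3.55% and 8.32% of reads in the placebo control pools A and B, 0.0663% and 0.0353% in placebo ACLT, 1.99% and 3.36% in anti-GDF8 control, and 0.261% and 3.91% in anti-GDF8 ACLT. Erythroid markers, chiefly hemoglobin transcripts, made up 7.03% to 13.3% and neutrophil markers 2.37% to 3.93%, against 0.425% to 0.940% for the cartilage matrix and chondrocyte markers. The log2 values of the 2 pools of a group correlated across genes with a Pearson coefficient of 0.970 in placebo control, 0.974 in anti-GDF8 control, 0.970 in placebo ACLT and 0.953 in anti-GDF8 ACLT, where genes are not independent replicates.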

To identify the pathways that differ among placebo versus anti-GDF8–treated animals in both control and ACLT limbs, RNA-seq analysis was performed on articular cartilage from these four groups 1 week after ACLT. Because of low RNA yields from cartilage, tissue was pooled from four mouse limbs (four pooled control and four pooled ACLT limbs) with eight mice per group studied in total (*n* = 2 pooled samples per group). 

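In placebo-treated animals, 2011 genes rose and 701 fell in ACLT limbs relative to control limbs, whereas in anti-GDF8–treated animals 104 rose and 2 fell (limma, 2 pools per group). Among called genes with a mean of at least 4.98 CPM in the higher group, the placebo rises were led by Mfap4, a protein of elastic microfibrils, with a log2 fold change of 6.22 (standard error 0.74, adjusted p = 0.00195). It was followed by Prnd, which encodes a relative of the prion protein, at 5.44 (adjusted p = 0.00262) and C1qtnf3, a secreted C1q and TNF family protein, at 5.27 (adjusted p = 5.3e-04). Next came Ptn, the growth factor pleiotrophin, at 5.11 (adjusted p = 9.5e-04), Lrrc15, a membrane protein of activated fibroblasts, at 5.04 (adjusted p = 0.00166), and AW551984 at 4.96 (adjusted p = 0.0238). Of the placebo falls, the largest was -8.42 (standard error 1.21, adjusted p = 0.00365) for Mybph, a thick-filament protein of muscle. By fitted value it was followed by Odf3l2, which fell from 16.7 ± 9.61 CPM (SD, n = 2 pools) and is listed at 0 in both placebo ACLT pools, and by Myh4, a fast myosin heavy chain, at -8.00 (adjusted p = 0.00276). The next were -7.87 (adjusted p = 8.0e-04) for the sarcomeric actin Actc1, -7.84 (adjusted p = 0.00218) for Ctxn3 and -7.81 (adjusted p = 0.0162) for the Z-disc protein Igfn1. With anti-GDF8 the largest rise was that of Mfap4 at 5.47 (adjusted p = 0.0211), which lay under that limit with a mean of 4.18 ± 2.54 CPM (SD, n = 2 pools) in ACLT limbs. Among genes above the limit it was followed by C1qtnf3 at 5.11 (adjusted p = 6.9e-04), the macrophage elastase Mmp12 at 4.78 (adjusted p = 0.0146) and the monocyte attractants Ccl2 at 4.75 (adjusted p = 0.0150) and Ccl7 at 4.598 (adjusted p = 0.00513). Lrrc15 followed at 4.55 (adjusted p = 0.0196), with the stromelysin Mmp3 at 4.27 (adjusted p = 0.0321). The 2 falls were Serpina1a at -3.85 (adjusted p = 0.0352) and Serpina1d at -3.01 (adjusted p = 0.0146), near-identical protease inhibitor genes between which reads cannot be assigned with certainty. All 104 genes that rose in anti-GDF8–treated animals also rose in placebo-treated animals, where 12.0 shared rises would come from independent lists of these sizes. Both comparisons use the same estimate of spread for each gene, so the lists are not independent. The 12.0 is therefore not the overlap that chance would give here. Across the 2712 genes called in placebo-treated animals, the slope of the anti-GDF8 fold change on the placebo fold change was 0.34, with 0.50 for the rises and 0.24 for the falls, and 93.2% of the genes had the same sign. This slope gives most weight to the largest changes, and the largest falls named above include muscle genes. The median ratio of the 2 fold changes was 0.37, with 0.43 for the rises and 0.25 for the falls. Muscle genes were not left out, and the pools differed in muscle RNA. The values for the falls therefore do not separate the injury response from muscle RNA. Since genes chosen in 1 comparison have inflated values there, the slope was also taken over the 106 genes called in anti-GDF8–treated animals, where it was 0.83. Over genes at least 2-fold changed in pool pair A and measured in pair B it was 0.14 (-0.0023 for the falls), and 0.52 in the reverse. With the muscle marker mean as a covariate only 1 gene, C1qtnf3, was called in placebo-treated animals. The value of 0.876 there is the ratio of that gene and not a slope across the response. In placebo-treated animals this covariate largely follows the injury, so the fit can hardly separate them. Across genes, the placebo injury change correlated with the ACLT-limb treatment difference by -0.82, against -0.50 in 100 simulations of unchanged groups that share the placebo ACLT libraries. The simulated genes varied independently, whereas the real pools differed in tissue make-up, which moves many genes together. The -0.50 therefore does not show what shared pools give without a treatment effect, and no conclusion is drawn from the difference.

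Compared directly between anti-GDF8 ACLT and placebo ACLT, 0 genes passed at an adjusted p under 0.05 with limma, and the smallest adjusted p was 0.120. At an unadjusted p under 0.05 there were 3010 genes, 2035 lower and 975 higher with anti-GDF8, where 870 of the 17401 would come by chance. The drug × injury interaction, the test of whether the injury change itself differed between treatments, called 0 genes with limma, with 1799 at an unadjusted p under 0.05. The same 0 came from voom weights on estimated reads in both comparisons. Without anti-GDF8 ACLT pool A, whose muscle marker share was lower than that of pool B, 462 genes differed between treatments in ACLT limbs and 305 passed the interaction. With pool A left out the group was pool B alone, with 3.91% of reads from muscle markers against 0.0663% and 0.0353% in placebo ACLT. The differences found there cannot be told apart from muscle RNA. The slope was 0.13 without pool A and 0.56 without pool B. Without placebo ACLT pool B the corresponding counts were 3 (the predicted genes Gm10800, Gm10718 and Gm10719) and 1 (Gm10800). With anti-GDF8 ACLT pool B left out they were 0 and 1 (Actc1). These genes are chosen after their values were seen. The 2712 placebo calls became 678 without placebo ACLT pool A, 941 without pool B and 1027 without placebo control pool B, and 1 (C1qtnf3) with the muscle marker mean as a covariate. The 106 anti-GDF8 calls became 223 and 242 without placebo control pools A and B, and 5 and 4 without placebo ACLT pools A and B. They became 1 and 12 without anti-GDF8 control pools A and B, and 40 and 368 without anti-GDF8 ACLT pools A and B. Of the genes that the naming rule picks out in this data set, 78 of 143 placebo calls and 1 of 33 anti-GDF8 calls, C1qtnf3, held with each library left out in turn. AW551984 was lost without placebo control pool B (log2 fold change 3.40), placebo ACLT pool A (5.50) or pool B (4.43), and Igfn1 without the same libraries (-7.13, -8.31 and -7.31). As deposited, the median log2 fold change of all genes in placebo-treated animals was 0.17, and rescaling each library by a trimmed mean of log2 ratios took it to -0.01. With that rescaling 1579 genes rose and 1359 fell, 2279 of them shared with the calls above, and with quantile normalization 1682 rose and 1056 fell.

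**Figure D1:**
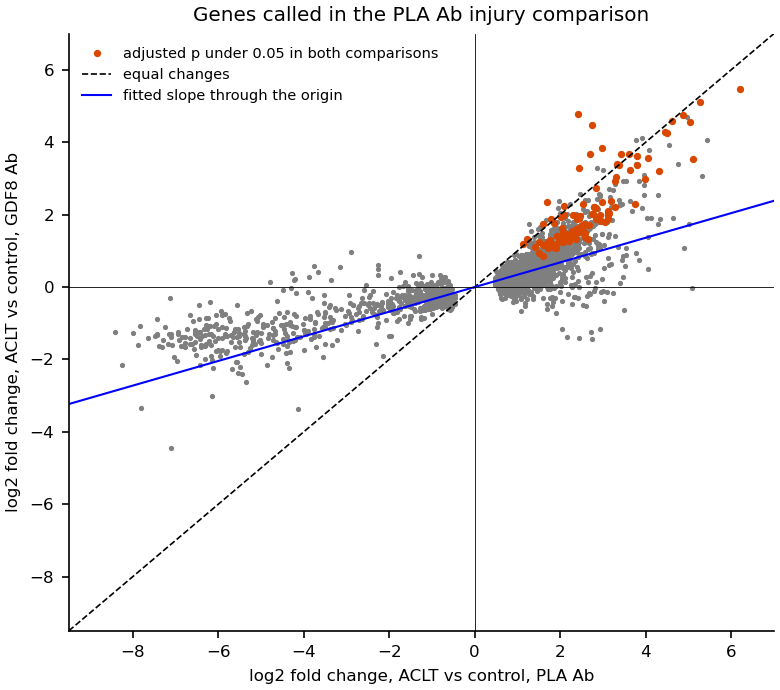
Log2 fold change after ACLT in placebo-treated animals (horizontal axis) and anti-GDF8–treated animals (vertical axis) for the 2712 genes called in placebo-treated animals, 1 point per gene, with the 104 called in both in orange. The dashed line marks equal changes and the solid line the fitted slope of 0.34, in which the largest changes weigh most.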

A large number of transcripts were substantially and distinctly changed by ACLT + placebo treatment compared to ACLT + anti-GDF8 treatment (Fig. 6B). Unbiased investigation of the most affected cellular pathways associated with anti-GDF8 treatment after ACLT in articular cartilage was performed using the REACTOME Pathways Knowledgebase (fig. S18) (*41*). 

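In ACLT limbs, 161 of 176 genes of extracellular matrix organization had lower values with anti-GDF8 than with placebo, with a median log2 fold change of -0.97 (2 pools per group; camera of limma, adjusted p = 1.3e-22, and adjusted p = 0.291 with an estimated correlation). None of the 176 passed alone when adjusted over all genes, and 89 were lower and 1 was higher when adjusted over the list alone. The fibrillar collagen chains Col1a1 and Col1a2, the main collagen of bone and connective tissue, had log2 fold changes of -1.72 (standard error 0.70, adjusted p = 0.256) and -1.59 (adjusted p = 0.239). Sparc, a collagen-binding matrix protein, had a log2 fold change of -1.37 (adjusted p = 0.165), the adhesive glycoprotein fibronectin (Fn1) -0.96 (adjusted p = 0.193) and the collagen chaperone Serpinh1 -1.17 (adjusted p = 0.130). The values were -1.07 (adjusted p = 0.120) for the collagen crosslinking enzyme Lox, -1.02 (adjusted p = 0.221) for the small proteoglycan decorin (Dcn) and -1.11 (adjusted p = 0.124) for the bone-resorbing collagenase cathepsin K (Ctsk), so none of these genes passed alone. Among 46 genes of collagen degradation, 42 had lower values, with a median of -1.16 (camera adjusted p = 1.4e-11, and 0.291 with an estimated correlation). With limma 0 passed over all genes, and 23 were lower and 1 higher when adjusted over the list alone. Of 19 genes of matrix metalloproteinase activation, 14 had lower values, with a median of -1.07 (camera adjusted p = 0.00262, and 0.294 with an estimated correlation). Again 0 passed over all genes, and 10 were lower and 1 higher when adjusted over the list alone. Of the 16 matrix metalloproteinases themselves, 12 had lower values, with a median of -0.87 (camera adjusted p = 0.00222, and 0.294 with an estimated correlation) and 7 lower when adjusted over the list alone. The neutrophil collagenase Mmp8 and the gelatinase Mmp9, the metalloproteinases with the highest mean, had log2 fold changes of 0.21 (adjusted p = 0.635) and 0.03 (adjusted p = 0.963). The collagen chains had a median of -1.24 (camera adjusted p = 3.4e-10, and 0.291 with an estimated correlation; 17 of 27 lower when adjusted over the list alone). The same values were, for the enzymes of collagen biosynthesis, -0.98 (1.6e-12 and 0.291; 18 of 23), and for the ADAMTS and ADAM proteases -0.77 (4.8e-06 and 0.291; 8 of 23). Markers of synovial and connective tissue fibroblasts, the cells that make much of this matrix outside cartilage, had a median of -0.83 (camera adjusted p = 6.1e-05, and 0.294 with an estimated correlation; 8 of 20 lower when adjusted over the list alone). Skeletal muscle fiber markers had a median of 4.08 (1.3e-22 and 0.294; 22 of 24 higher), which became 2.16 without anti-GDF8 ACLT pool B. No single library left out ended the camera call of the extracellular matrix, collagen degradation or metalloproteinase lists.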

Most notably, anti-GDF8 treatment significantly decreased the abundance of genes associated with ECM organization and degradation, as well as matrix metalloproteinase (MMP) activation (figs. S18A and S19). 

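In placebo-treated animals Adamts4, Mmp11, Mmp14, Mmp2 and Adamts12 all rose after ACLT, by log2 fold changes of 2.35 to 3.28, and both anti-GDF8 ACLT pools had less of each gene than both placebo ACLT pools. With anti-GDF8, Mmp2 rose after ACLT and the others did not pass, and no gene passed in the direct comparison of treatments in ACLT limbs (limma, 2 pools per group). Adamts4 (ENSMUSG00000006403), an aggrecanase that cleaves the main cartilage proteoglycan, lies on chromosome 1 from 171077990 to 171088206. Its abundance was 3.96 ± 1.49 CPM in placebo control and 37.5 ± 3.60 CPM in placebo ACLT, and 3.57 ± 1.95 and 9.42 ± 4.73 CPM in the anti-GDF8 groups (SD, n = 2 pools each). It rose after ACLT in placebo-treated animals, by a log2 fold change of 3.28 (standard error 0.47, adjusted p = 0.00371). With anti-GDF8 the log2 fold change was 1.41 (standard error 0.47, adjusted p = 0.341) and did not pass. Between treatments in ACLT limbs it was -2.08 (standard error 0.47, adjusted p = 0.123). Mmp11 (ENSMUSG00000000901), the stromelysin of stromal fibroblasts, lies on chromosome 10 from 75759056 to 75772330. In control limbs it had 5.45 ± 1.45 CPM with placebo and 6.51 ± 2.15 CPM with anti-GDF8, and in ACLT limbs 29.0 ± 5.00 and 8.96 ± 2.24 CPM (SD, n = 2 pools each). The gene rose after ACLT with placebo, by a log2 fold change of 2.42 (standard error 0.32, adjusted p = 0.00295). Under anti-GDF8 the log2 fold change was 0.48 (standard error 0.32, adjusted p = 0.706) and did not pass. The treatment difference in ACLT limbs was -1.70 (standard error 0.32, adjusted p = 0.120). Mmp14 (ENSMUSG00000000957), a membrane-bound collagenase that activates Mmp2, lies on chromosome 14 from 54669069 to 54682821. Placebo-treated limbs had 76.1 ± 12.9 CPM (control) and 385 ± 21.0 CPM (ACLT), and anti-GDF8–treated limbs 79.8 ± 23.2 and 178 ± 21.1 CPM (SD, n = 2 pools each). After ACLT it rose in placebo-treated animals, by a log2 fold change of 2.35 (standard error 0.22, adjusted p = 9.5e-04). In anti-GDF8–treated animals the log2 fold change was 1.19 (standard error 0.22, adjusted p = 0.0607) and did not pass. Between treatments in ACLT limbs it was -1.12 (standard error 0.22, adjusted p = 0.120). Mmp2 (ENSMUSG00000031740), a gelatinase of fibroblasts and other connective tissue cells, lies on chromosome 8 from 93553919 to 93580048. Its abundance was 75.3 ± 2.32 CPM in placebo control and 528 ± 86.9 CPM in placebo ACLT, and 48.5 ± 26.7 and 206 ± 15.1 CPM in the anti-GDF8 groups (SD, n = 2 pools each). Its mRNA rose after ACLT with placebo, by a log2 fold change of 2.80 (standard error 0.32, adjusted p = 0.00166). With anti-GDF8 it rose too, by 2.20 (standard error 0.32, adjusted p = 0.0252). The treatment difference in ACLT limbs was -1.35 (standard error 0.32, adjusted p = 0.125). Adamts12 (ENSMUSG00000047497), a protease that cleaves the cartilage protein COMP, lies on chromosome 15 from 11064876 to 11349317. In control limbs it had 2.05 ± 1.39 CPM with placebo and 1.76 ± 0.348 CPM with anti-GDF8, and in ACLT limbs 13.7 ± 0.352 and 6.84 ± 0.769 CPM (SD, n = 2 pools each). ACLT limbs had more of it in placebo-treated animals, by a log2 fold change of 2.89 (standard error 0.45, adjusted p = 0.00510). Under anti-GDF8 the log2 fold change was 1.94 (standard error 0.45, adjusted p = 0.134) and did not pass. Between treatments in ACLT limbs it was -1.003 (standard error 0.45, adjusted p = 0.301). Positions are those of the deposited table, in which 2.23% of the 20494 genes matched by identifier to GENCODE M21 have the start of GRCm38, so the build is mm39 only by exclusion. The drug × injury interaction was -1.87 (adjusted p = 0.454) for Adamts4, -1.94 (adjusted p = 0.449) for Mmp11, -1.16 (adjusted p = 0.449) for Mmp14, -0.60 (adjusted p = 0.641) for Mmp2 and -0.95 (adjusted p = 0.612) for Adamts12, and none passed. In control limbs the differences between treatments were -0.21 (adjusted p = 0.942), 0.24 (adjusted p = 0.911), 0.05 (adjusted p = 0.974), -0.75 (adjusted p = 0.891) and -0.05 (adjusted p = 0.989) in the same order.

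The placebo rises of these 5 genes held with each library left out in turn. All lost their calls with the muscle marker mean as a covariate, at log2 fold changes of 1.95, 3.40, 2.36, 3.00 and 2.52. Centered over the 8 libraries, that mean was 1.83 and 3.00 in the placebo control pools and -3.55 and -4.34 in the placebo ACLT pools. The fit can therefore hardly tell injury from muscle RNA in placebo-treated animals, and the loss of calls does not show its cause. Without anti-GDF8 ACLT pool A, Adamts4 at -2.61 (adjusted p = 0.0243) and Mmp14 at -1.24 (adjusted p = 0.0398) were lower with anti-GDF8 in ACLT limbs. The rise of Mmp2 with anti-GDF8 was lost without placebo ACLT pool A (adjusted p = 0.0769) or B (0.0759), anti-GDF8 control pool A (log2 fold change 1.61, adjusted p = 0.131) or anti-GDF8 ACLT pool A (2.13, 0.0746). It was also lost with no trend (adjusted p = 0.157), with only the 4 libraries compared (0.143) and with the mean of the Y-linked genes as a covariate (log2 fold change 1.55, adjusted p = 0.207). With anti-GDF8, Mmp14 rose without anti-GDF8 ACLT pool B (1.31, adjusted p = 0.0345) and with the robust fit (0.0343). Adamts12 rose without placebo control pool A (adjusted p = 0.0300) or B (0.0239).

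**Figure D2:**
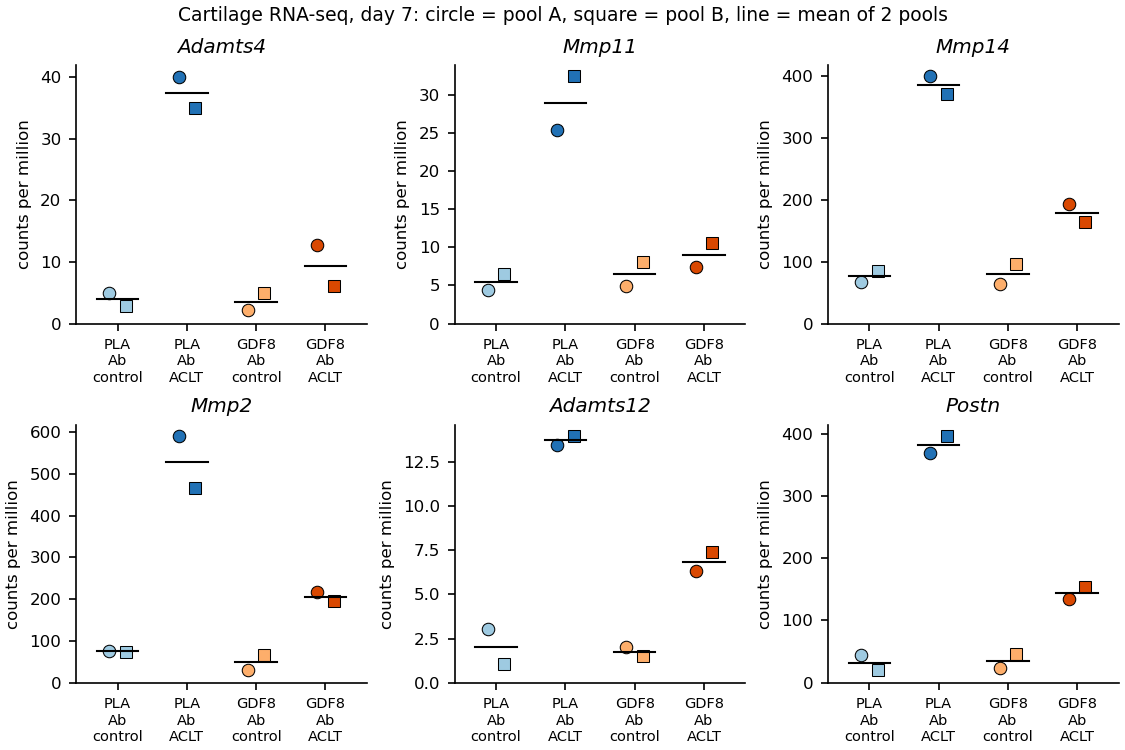
Abundance in CPM of the 6 genes of Fig. 6C in each pool, with groups on the horizontal axis, circles for pool A, squares for pool B and a line at the mean of the 2 pools. For each gene both anti-GDF8 ACLT pools lie below both placebo ACLT pools.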

Anti-GDF8 treatment provided partial protection against increased abundance of several metalloproteinases associated with cartilage erosion in PTOA, including *Adamts4*, *Mmp11*, *Mmp14*, *Mmp2*, and *Adamts12* (Fig. 6C) (*46*). Animals treated with anti-GDF8 were also partially protected against an increase in *Postn* abundance (Fig. 6C). 

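Postn rose after ACLT in placebo-treated animals by a log2 fold change of 3.67 (standard error 0.37, adjusted p = 0.00120), and with anti-GDF8 the log2 fold change of 2.10 (standard error 0.37, adjusted p = 0.0537) did not pass (limma, 2 pools per group). Its abundance was 32.1 ± 16.8 CPM in placebo control, 382 ± 19.5 CPM in placebo ACLT, 35.1 ± 15.4 CPM in anti-GDF8 control and 144 ± 14.2 CPM in anti-GDF8 ACLT (SD, n = 2 pools each). Postn (ENSMUSG00000027750) encodes a matricellular protein made by fibroblasts and bone-lining cells and lies on chromosome 3 from 54268530 to 54298458 in the coordinates of the deposited table. Between treatments the log2 fold change was -1.41 (standard error 0.37, adjusted p = 0.143) in ACLT limbs and 0.16 (adjusted p = 0.945) in control limbs. The drug × injury interaction was -1.57 (adjusted p = 0.451), and none of these passed. The placebo rise held with each library left out. Its call was lost with the muscle marker mean as a covariate (3.76, adjusted p = 0.156), which can hardly be told apart from injury in placebo-treated animals. With anti-GDF8, Postn rose without placebo control pool A (adjusted p = 0.0202) or B (0.0191), and with trimmed-mean rescaling (0.0300) or quantile normalization (0.0309). It also rose with pseudocount 5 (0.0481), no filter on low values (0.0402), the block within treatment (0.0423) or the block by title number (0.0488).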

Elevated levels of periostin (*Postn*) in cartilage are associated with both age-related OA and PTOA (*47*), and periostin loss of function protects mice against PTOA (*48*). 

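In ACLT limbs, 66 of 67 genes of the cell cycle and mitosis had higher values with anti-GDF8 than with placebo, with a median log2 fold change of 0.53 (2 pools per group; camera of limma, adjusted p = 1.5e-28, and adjusted p = 0.294 with an estimated correlation). None of the 67 passed over all genes, and 27 were higher and 0 lower when adjusted over the list alone. Mki67, a protein of dividing cells, had a log2 fold change of 0.57 (standard error 0.21, adjusted p = 0.226), and Rrm2, a subunit of the enzyme that makes nucleotides for DNA, 0.86 (standard error 0.21, adjusted p = 0.132). Without placebo ACLT pool A the median of the list was 0.34 and without anti-GDF8 ACLT pool A it was 0.35, with the camera call kept in both. Erythroid markers, whose precursors divide in bone marrow, had a median of 0.79 in the same comparison (camera adjusted p = 2.0e-07, and 0.294 with an estimated correlation; 5 of 12 higher when adjusted over the list alone). Neutrophil markers had a median of 0.23 (6.1e-04 and 0.375; 0 of 14). The erythroid median was 0.48 without placebo ACLT pool A and 0.45 without anti-GDF8 ACLT pool A. The neutrophil median was 0.42 without placebo ACLT pool A and 0.09 without pool B, where the call was lost. Of 18 genes of the tricarboxylic acid (TCA) cycle, 17 had higher values with anti-GDF8, with a median of 0.36 (camera adjusted p = 7.8e-06, and adjusted p = 0.375 with an estimated correlation). Of these 0 passed with limma over all genes or over the list alone. Ogdh, a subunit of the oxoglutarate dehydrogenase complex, had a log2 fold change of 0.63 (standard error 0.28, adjusted p = 0.301), and Sdha, the catalytic subunit of succinate dehydrogenase, 0.57 (standard error 0.24, adjusted p = 0.279). The TCA cycle median was 0.69 without anti-GDF8 ACLT pool A and -0.02 (adjusted p = 0.374) without pool B, the pool with the higher muscle marker share. The actin of skeletal muscle, Acta1, had 485 CPM in anti-GDF8 ACLT pool A, 7506 CPM in pool B, and 98.4 and 55.1 CPM in the placebo ACLT pools. With the muscle marker mean as a covariate the TCA cycle median was -0.37 (adjusted p = 0.00523), and with the mean of the Y-linked genes as a covariate it was -0.21.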

Anti-GDF8 treatment significantly increased the abundance of genes associated with the cell cycle/mitosis and TCA cycle 1 week after ACLT (fig. S18A).

**Fig. 6.**
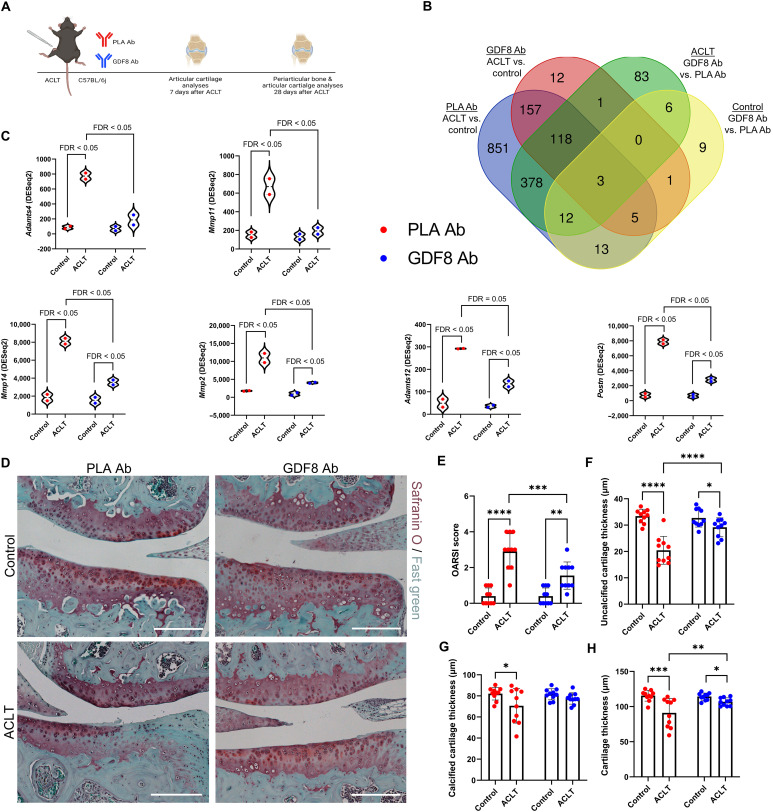
Treatment with anti-GDF8 antibody mitigates the severity of PTOA. (**A**) Mice were treated biweekly; articular cartilage was collected from control and ACL transected knees at 1 week after ACLT for transcriptomic analysis and 4 weeks after ACLT for histopathology. (**B**) Eight mice were studied per group, and RNA was pooled from four mice to yield two biological replicates per group. A number of genes differentially expressed by limb (control and ACLT) and treatment (placebo- and GDF8-treated) groups were shown. (**C**) Expression of matrix metalloproteinases and factors affecting cartilage remodeling were elevated in articular cartilage 7 days after ACLT that were mitigated by GDF8 Ab treatment. Gene expression levels were calculated using DESeq2. (**D**) Representative images of safranin O and fast green from knee joints 4 weeks after ACLT. Scale bars, 200 μm. (**E**) Medial tibial plateau joint score (OARSI scoring system) shows the attenuation of PTOA severity in animals treated with anti-GDF8 Ab (drug × injury interaction, *P* = 0.005). (**F**) Uncalcified cartilage zones show thinning 28 days after ACLT that is protected by treatment with anti-GDF8 Ab (drug × injury interaction, *P* < 0.001). (**G**) Calcified cartilage zones show thinning 28 days after ACLT in placebo-treated animals (drug × injury interaction, *P* = 0.048). (**H**) Anti-GDF8 Ab treatment partially protects against total articular cartilage thinning 28 days after ACLT (drug × injury interaction, *P* = 0.019). *N* = 8 to 10 mice per group. *P < 0.05, **P < 0.01, ***P < 0.005, and ****P < 0.001 represent Šidák’s multiple comparison post hoc tests performed when significant interactions were detected via mixed models.

There were substantially fewer genes affected by anti-GDF8 treatment in the control limb with no statistically significant enrichment of up-regulated pathways. However, notable down-regulated pathways include gene changes associated with collagen degradation and respiratory electron transport (fig. S18B). 

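In control limbs, 0 genes differed between anti-GDF8 and placebo at an adjusted p under 0.05 with limma (2 pools per group). In all, 791 had an unadjusted p under 0.05, 516 higher and 275 lower with anti-GDF8, fewer than the 870 that chance would give. The smallest adjusted p was 0.484, and voom weights on estimated reads gave 0 calls. Leaving out anti-GDF8 ACLT pool A or pool B gave 1 in each case (the muscle actin Actc1, chosen here after its values were seen). Of the gene lists with higher values, the cell cycle and mitosis list had 66 of 67 genes higher with anti-GDF8, with a median log2 fold change of 0.30 (camera adjusted p = 7.8e-12, and adjusted p = 0.567 with an estimated correlation; 0 when adjusted over the list alone). The median was 0.20 without anti-GDF8 control pool A. Its members Mki67 and Rrm2 had log2 fold changes of 0.32 (adjusted p = 0.891) and 0.26 (adjusted p = 0.891). Osteoclast markers, genes of bone-resorbing cells, were higher in 12 of 12, with a median of 0.49 (camera adjusted p = 1.0e-04, and 0.547 with an estimated correlation; 2 when adjusted over the list alone). The call was lost without placebo control pool A (0.35, adjusted p = 0.352). Of these, the protease Ctsk had a log2 fold change of 0.37 (adjusted p = 0.891) and the carbonic anhydrase Car2 0.30 (adjusted p = 0.899). Neutrophil markers had a median of 0.22 (camera adjusted p = 0.0334, and 0.674 with an estimated correlation) and cytosolic ribosomal protein genes 0.10 (0.0239 and 0.830). With limma 0 genes of either list passed over all genes or over the list alone. The neutrophil median was 0.46 without placebo control pool A. The call was lost without placebo control pool B (0.02), anti-GDF8 control pool A (0.21) or pool B (0.24). The ribosomal median was 0.24 without placebo control pool A. This call was lost without placebo control pool B (-0.05), without anti-GDF8 control pool A (0.08) and with trimmed-mean rescaling (-0.0039).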

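In control limbs, 63 of 67 genes of respiratory electron transport had lower values with anti-GDF8 than with placebo, with a median log2 fold change of -0.26 (2 pools per group; camera of limma, adjusted p = 9.8e-17, and adjusted p = 0.567 with an estimated correlation). No member passed over all genes or over the list alone. Uqcrc1, a core subunit of complex III, had a log2 fold change of -0.24 (standard error 0.29, adjusted p = 0.904) and Sdha of complex II -0.14 (adjusted p = 0.927). Without anti-GDF8 control pool A the median was -0.13, with the call kept. The mRNAs encoded by mitochondrial DNA, which belong to the same respiratory complexes, were lower in 13 of 13, with a median of -0.42 (camera adjusted p = 5.8e-09, and 0.547 with an estimated correlation). Of them 0 passed when adjusted over the list alone. Skeletal muscle fiber markers, from a tissue rich in mitochondria, were lower as well, with a median of -0.98 (camera adjusted p = 6.4e-06, and 0.581 with an estimated correlation; 0 of 24 when adjusted over the list alone). This call was lost without placebo control pool B (-0.38, adjusted p = 0.592). Their median was -0.58 without anti-GDF8 control pool A, with the call kept. Of 46 genes of collagen degradation, 29 had lower values with anti-GDF8, with a median of -0.19 (camera adjusted p = 4.3e-05, and 0.547 with an estimated correlation). With limma 0 passed over all genes, and 1 was lower when adjusted over the list alone. The collagen chains Col1a1 and Col1a2 had log2 fold changes of -0.86 (standard error 0.70, adjusted p = 0.891) and -0.76 (adjusted p = 0.891). Those of the collagenase Mmp8 and gelatinase Mmp9 were 0.11 (adjusted p = 0.931) and 0.16 (adjusted p = 0.908). The collagen degradation median was -0.44 without anti-GDF8 control pool B and -0.0045 without pool A, where the call was lost (adjusted p = 0.273).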

In both placebo- and anti-GDF8–treated animals, ACLT significantly increased the abundance of genes associated with ECM remodeling, glycosaminoglycan remodeling, ECM proteoglycans, and activation of MMPs in articular cartilage 1 week after injury (fig. S20, A and B). 

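In placebo-treated animals 101 of 176 genes of extracellular matrix organization rose after ACLT and 2 fell (114 and 5 when adjusted over the list alone). With anti-GDF8, 20 rose and 0 fell (72 and 8 over the list alone). The median log2 fold change of the list was 1.32 with placebo (2 pools per group; camera of limma, adjusted p = 7.0e-17, and 0.271 with an estimated correlation) and 0.54 with anti-GDF8 (8.2e-18 and 0.257). The latter was 0.36 without anti-GDF8 control pool A. Among the placebo rises, the chains Col5a3 and Col6a3 of collagens V and VI rose by 3.11 (standard error 0.21, adjusted p = 6.7e-04) and 3.12 (adjusted p = 9.5e-04). The crosslinking enzymes Loxl1 and Loxl2 rose by 2.09 (adjusted p = 9.5e-04) and 2.73 (adjusted p = 0.00193), and the elastic fiber proteins Eln and Fbln2 by 2.05 (adjusted p = 9.5e-04) and 2.25 (adjusted p = 6.7e-04). Each of these held with any library left out. In anti-GDF8–treated animals Mfap5, another microfibril protein, rose by 3.23 (standard error 0.43, adjusted p = 0.0196), Col5a3 by 2.00 (adjusted p = 0.0146), Col6a1 by 2.01 (adjusted p = 0.0196) and Fbln2 by 1.48 (adjusted p = 0.0146). Of 20 extracellular matrix proteoglycans, 11 rose with placebo (12 when adjusted over the list alone; median log2 fold change 1.35, camera adjusted p = 1.6e-04, and 0.286 with an estimated correlation). With anti-GDF8, 1 of them rose (7 rose and 2 fell over the list alone; median log2 fold change 0.57, camera adjusted p = 5.2e-05, and 0.324 with an estimated correlation). The small leucine-rich proteoglycans Aspn, Lum and Bgn rose with placebo by 3.84 (adjusted p = 0.00342), 3.30 (adjusted p = 0.00325) and 2.02 (adjusted p = 0.00120), and the basement membrane proteoglycan Hspg2 by 1.43 (adjusted p = 0.00401). Lum rose with anti-GDF8 by 3.05 (adjusted p = 0.0267). Of 60 genes of glycosaminoglycan metabolism, 20 rose with placebo and 0 fell (23 rose over the list alone; median log2 fold change 0.44, camera adjusted p = 2.6e-04, and 0.297 with an estimated correlation). Among them were the chondroitin-polymerizing factor Chpf with 1.72 (adjusted p = 0.00257), the heparan sulfate polymerase Ext1 with 1.65 (adjusted p = 0.00439) and the sulfate donor synthase Papss1 with 1.04 (adjusted p = 0.00404). With anti-GDF8 none of these 60 passed over all genes or over the list alone, and the median was 0.05 (camera adjusted p = 0.254, and 0.792 with an estimated correlation). The lysosomal enzyme Hexa and the hyaluronan receptor Cd44 had log2 fold changes of 0.08 (adjusted p = 0.895) and 0.16 (adjusted p = 0.864). Of 19 genes of matrix metalloproteinase activation, 9 rose and 1 fell with placebo (13 and 1 over the list alone; median log2 fold change 1.77, camera adjusted p = 8.0e-04, and 0.297 with an estimated correlation). With anti-GDF8, 4 of them rose (6 over the list alone; median log2 fold change 0.35, camera adjusted p = 3.2e-04, and 0.341 with an estimated correlation). Timp1, an inhibitor of metalloproteinases, rose by 3.19 (adjusted p = 0.00122) with placebo and 2.37 (adjusted p = 0.0232) with anti-GDF8, Col18a1, the source of endostatin, by 3.11 (adjusted p = 0.00143) and 2.11 (adjusted p = 0.0321), and Mmp19 by 2.76 (adjusted p = 0.00195) with placebo. The anti-GDF8 median of this list was 0.10 without anti-GDF8 control pool A, 0.68 without pool B and 0.58 without anti-GDF8 ACLT pool A, with the call kept in each. All of the anti-GDF8 gene rises named here were lost without anti-GDF8 control pool A, with log2 fold changes of 3.10 for Mfap5, 1.87 for Col5a3, 1.68 for Col6a1, 1.504 for Fbln2, 2.69 for Lum, 2.46 for Timp1 and 1.72 for Col18a1. They were also lost without placebo ACLT pool A or B, where the values were the same as with all libraries and the adjusted p was above 0.05. Leaving out anti-GDF8 control pool B cost the calls of Mfap5 (adjusted p = 0.0911), Col5a3 (0.0620), Fbln2 (0.0785), Lum (0.0911), Timp1 (0.119) and Col18a1 (0.0785), and leaving out anti-GDF8 ACLT pool A those of Col6a1 (adjusted p = 0.0530), Lum (0.0778), Timp1 (0.0729) and Col18a1 (0.111). Col18a1 was also lost without placebo control pool A (0.0506). Markers of synovial and connective tissue fibroblasts rose in the same comparisons, 14 of 20 with placebo (17 over the list alone; median log2 fold change 1.88, camera adjusted p = 1.1e-08, and 0.271 with an estimated correlation). With anti-GDF8, 5 rose (14 over the list alone; median log2 fold change 1.08, camera adjusted p = 1.5e-15, and 0.257 with an estimated correlation). The placebo calls of the proteoglycan and glycosaminoglycan lists were lost with the muscle marker mean as a covariate, at medians of 1.002 and 0.47 with an adjusted p of 0.0508 for both.

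**Figure D3:**
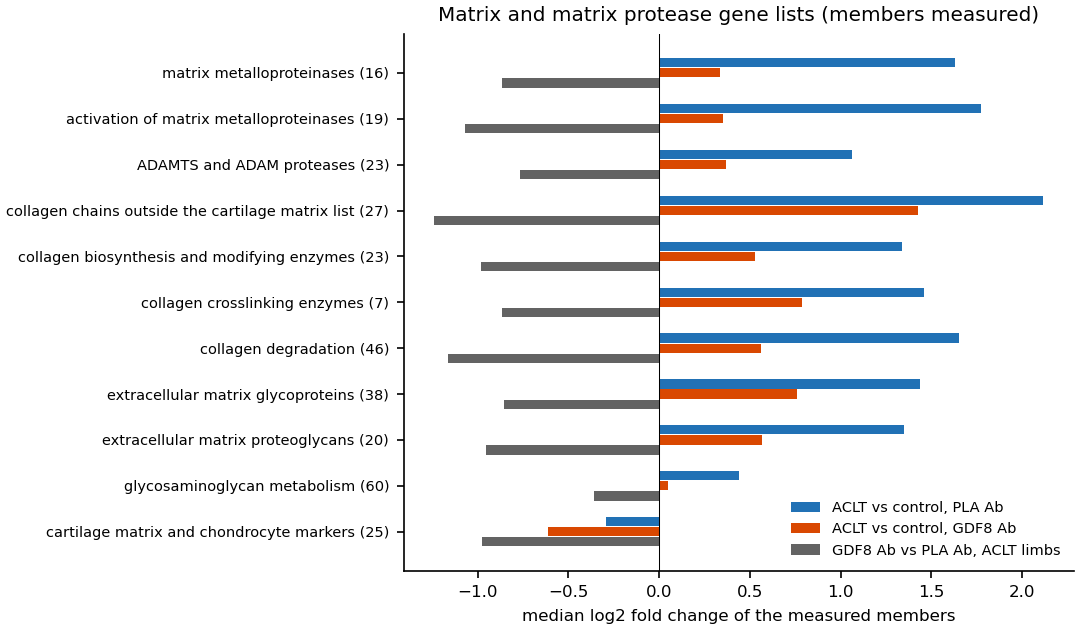
Median log2 fold change (horizontal axis) of the measured members of each matrix and protease list, with the number of members in parentheses, after ACLT in placebo-treated animals (blue), after ACLT in anti-GDF8–treated animals (orange) and between treatments in ACLT limbs (gray). The orange bars of the extracellular lists are shorter than the blue ones, and the cartilage matrix and chondrocyte markers lie below 0 in all 3 comparisons.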

Anti-GDF8–treated animals had relatively few pathways statistically decreased in the articular cartilage 1 week after ACLT (fig. S20A). 

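In anti-GDF8–treated animals 7 gene lists had lower values after ACLT by camera of limma (2 pools per group), against 13 in placebo-treated animals, out of 45 tested, and none of the 7 passed with an estimated correlation. The mRNAs encoded by mitochondrial DNA had a median log2 fold change of -0.74 (camera adjusted p = 1.6e-10, and 0.341 with an estimated correlation; 0 of 13 lower over all genes and 13 when adjusted over the list alone). The mRNA mt-Co1, a subunit of cytochrome oxidase, had -0.66 (standard error 0.29, adjusted p = 0.488). Cartilage matrix and chondrocyte markers had a median of -0.61 (camera adjusted p = 5.8e-04, and 0.359 with an estimated correlation; 0 of 25 lower over all genes, 3 higher and 7 lower over the list alone). The log2 fold changes were 0.36 (adjusted p = 0.742) for the cartilage oligomeric matrix protein Comp and 0.88 (adjusted p = 0.361) for the joint lubricant Prg4. Skeletal muscle fiber markers had a median of -1.37 (camera adjusted p = 1.8e-05, and 0.619; 0 of 24 lower over the list alone). The same values were, for the Y-linked genes of male cells, -0.53 (0.00630 and 0.441; 1 of 4), and for neutrophil markers -0.23 (0.00973 and 0.636; 0 of 14). For pyruvate metabolism they were -0.19 (0.0379 and 0.746; 0 of 21) and for the cell cycle and mitosis list -0.10 (0.0199 and 0.897; 0 of 67). Since both limbs come from the same mice, the lower Y-linked value cannot be a change in their sex. The TCA cycle list, with a median of -0.15 (camera adjusted p = 0.131), and respiratory electron transport, with 0.0090 (0.621), did not pass. Ogdh and Sdha had log2 fold changes of -0.32 (adjusted p = 0.779) and -0.23 (adjusted p = 0.813). Without anti-GDF8 ACLT pool B, the pool with the most muscle RNA of its group, the muscle median was -3.18 and the pyruvate median -0.44. There the TCA cycle (-0.46, adjusted p = 3.6e-08) and electron transport (-0.29, 1.5e-07) lists passed. The cartilage matrix (-0.30, 0.182), Y-linked (-0.29) and cell cycle (0.04) calls were lost. Without pool A the medians were 0.57 for muscle markers, 0.18 for the TCA cycle and 0.29 for electron transport, all higher in ACLT limbs by camera. They were -0.36 for mitochondrially encoded mRNAs, -1.09 for cartilage matrix, -0.81 for Y-linked genes and -0.25 for the cell cycle. The neutrophil (-0.12) and pyruvate (0.07) calls were lost. Without anti-GDF8 control pool A the Y-linked (-0.19) and cell cycle (0.0071) calls were lost, and the TCA cycle passed (-0.25). Without pool B of that group the medians were -1.01 for Y-linked genes and -0.22 for the cell cycle, electron transport was higher (0.16) and the pyruvate call was lost (-0.14). The pyruvate call was also lost without placebo control pool A (adjusted p = 0.0502) and with trimmed-mean rescaling (-0.16).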

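In placebo-treated animals 6 of 18 TCA cycle genes fell after ACLT and 0 rose (14 fell when adjusted over the list alone), with a median log2 fold change of -0.75 (2 pools per group; camera of limma, adjusted p = 7.7e-09, and adjusted p = 0.346 with an estimated correlation). Citrate synthase (Cs), the first enzyme of the cycle, fell with a log2 fold change of -1.11 (standard error 0.27, adjusted p = 0.0284). Malate dehydrogenase (Mdh2) fell with -0.81 (adjusted p = 0.0395), Sdha with -0.94 (adjusted p = 0.0335) and the succinyl-CoA ligase subunit Sucla2 with -1.20 (adjusted p = 0.0330). Of 67 genes of respiratory electron transport, 16 fell and 1 rose (23 and 2 over the list alone), with a median of -0.32 (camera adjusted p = 5.2e-10, and 0.434 with an estimated correlation). Among these falls were the muscle forms of cytochrome oxidase subunits, Cox8b at -5.14 (standard error 1.01, adjusted p = 0.0121), Cox6a2 at -4.73 (adjusted p = 0.0133) and Cox7a1 at -4.47 (adjusted p = 0.0144). The complex I subunit Ndufa10 fell with -0.92 (adjusted p = 0.0238), and Cox8a, the form of other tissues, was the gene that rose. Of 21 genes of pyruvate metabolism, 8 fell and 0 rose (13 fell over the list alone), with a median of -0.60 (camera adjusted p = 1.2e-09, and 0.286 with an estimated correlation). The pyruvate dehydrogenase kinases Pdk4 and Pdk2, which switch off entry of pyruvate into the cycle, fell with log2 fold changes of -4.28 (standard error 0.63, adjusted p = 0.00398) and -2.77 (adjusted p = 0.0316), and the phosphatase regulator Pdpr with -1.26 (adjusted p = 0.0303). Skeletal muscle fiber markers fell with them, 22 of 24 genes (24 over the list alone), with a median of -6.45 (camera adjusted p = 2.0e-23, and 0.271 with an estimated correlation), from 59376 CPM summed over the list in placebo control to 508 CPM in placebo ACLT. The mRNAs encoded by mitochondrial DNA fell in 13 of 13 cases, with a median of -1.40 (camera adjusted p = 7.5e-14, and 0.271 with an estimated correlation). With the muscle marker mean as a covariate the median of the TCA cycle list was 0.37 (adjusted p = 0.0196), that of electron transport 0.44 (adjusted p = 6.9e-06) and that of pyruvate metabolism 0.06 (adjusted p = 0.795). No single library left out ended the camera call of any of the 3 lists. Pdk4 held with each library left out. Cs, Sdha, Sucla2, Mdh2, Ndufa10, Cox8b, Cox6a2, Cox7a1, Pdk2 and Pdpr were lost without placebo control pool B, with log2 fold changes of -0.80, -0.77, -1.09, -0.58, -0.73, -5.05, -4.57, -4.18, -2.09 and -1.22. They were lost too without placebo ACLT pool A, with -0.95, -0.85, -1.14, -0.86, -0.91, -5.84, -4.95, -4.62, -2.59 and -0.83. Apart from Pdpr they were also lost without placebo ACLT pool B. Sdha and Mdh2 were lost without either anti-GDF8 control pool, and Sucla2 and Pdpr without placebo control pool A (-1.32 and -1.31).

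**Figure D4:**
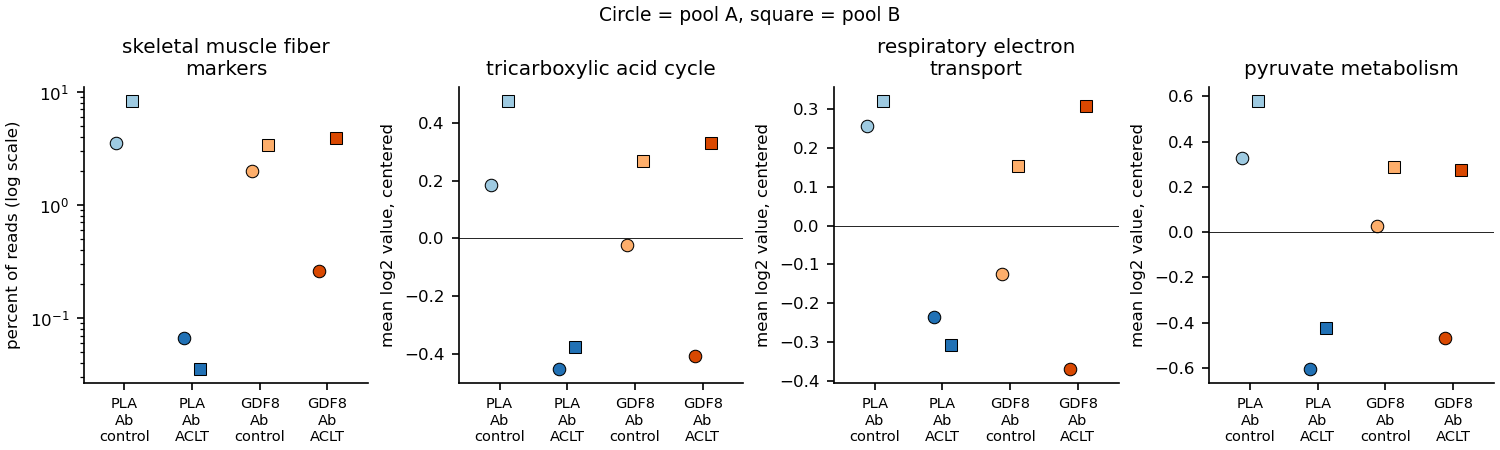
Percent of reads from skeletal muscle fiber markers (left, log scale) and mean log2 value, centered over the 8 libraries, of the tricarboxylic acid cycle, respiratory electron transport and pyruvate metabolism lists in each library, with groups on the horizontal axis, circles for pool A and squares for pool B. The 2 placebo ACLT pools and anti-GDF8 ACLT pool A, the 3 libraries with the least muscle RNA, have the lowest values of all 3 lists.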

In placebo-treated animals, ACLT significantly decreased the abundance of genes associated with the TCA cycle, respiratory electron transport, and pyruvate metabolism 1 week after injury (fig. S20B).

ACLT reduced proteoglycan staining and resulted in cartilage thinning and surface irregularities 4 weeks after ACLT (Fig. 6D) (*49*). Treatment with anti-GDF8 partially protected articular cartilage erosion such that proteoglycan staining was more robust and integrity was better preserved 4 weeks after ACLT (Fig. 6, E to H).

As a control for ACLT, a cohort of mice underwent sham surgery, in which the joint capsule was opened but the ACL was not transected. In sham-injured animals, the articular cartilage was relatively intact with a smooth surface and uniform organization 4 weeks after ACLT (fig. S21). Joints from GDF8KO animals were assessed as well for articular cartilage integrity 4 weeks after ACLT. Lesions in the proteoglycan staining were apparent 4 weeks after ACLT, but the severity of PTOA in GDF8KO knee joints was less robust than in placebo-treated mice (Fig. 6E and fig. S22). Together, these data indicate that targeting GDF8 is effective in attenuating PTOA severity following ACLT.

### Anti-GDF8 dosing and GDF8KO preserve subchondral and trabecular bone microarchitecture following ACLT injury

PTOA is clinically characterized by a loss of cartilage; however, subchondral bone remodeling plays a significant role in the initiation and progression of the disease (*28*). We evaluated the proximal tibial metaphysis in animals undergoing anti-GDF8 treatment for 4 weeks after ACLT to assess periarticular bone remodeling during PTOA (Fig. 7, A and B). The proximal tibial metaphysis was chosen for analysis as BMD loss in the proximal tibial metaphysis in humans was most significantly correlated with acute GDF8 induction following ACL injury (Fig. 1J and fig. S3E). Bone volume fraction (BV/TV) was decreased in placebo-treated animals, but treatment with anti-GDF8 rescued deficits in bone volume fraction (Fig. 7, C and D). BMD was not different between groups (fig. S23, A and B). Micro–computed tomography (Micro-CT) images in the coronal plane revealed that anti-GDF8 treatment significantly protected against loss of trabecular thickness (Tb.Th) and increased trabecular porosity (Tb.Po) compared to placebo-treated animals (Fig. 7, E and F, and fig. S23, C and D). The relative loss of trabecular number (Tb.N) was also protected by anti-GDF8 treatment (Fig. 7, G and H). Trabecular separation (Tb.Sp) and connectivity density (Conn.D) were not different between groups (Fig. 7, I and J, and fig. S23, E and F); however, structure model index scores were protected with anti-GDF8 treatment (Fig. 7, K and L). Medial subchondral bone plate thickness (Sb.Pl.Th) and porosity (Sb.Po) were not different in either group (fig. S23, G to J). Coronal plane micro-CT analysis was also performed on the proximal tibial metaphysis in GDF8KO animals 4 weeks following ACLT (fig. S24, A and B). GDF8KO protected the ACLT-injured limb from loss of trabecular and subchondral bone (fig. S24, C to L). Together, these data indicate that genetic and antibody-targeting of GDF8 is effective in preserving tibial metaphysis trabecular bone volume and structure following ACLT-initiated PTOA.

**Fig. 7.**
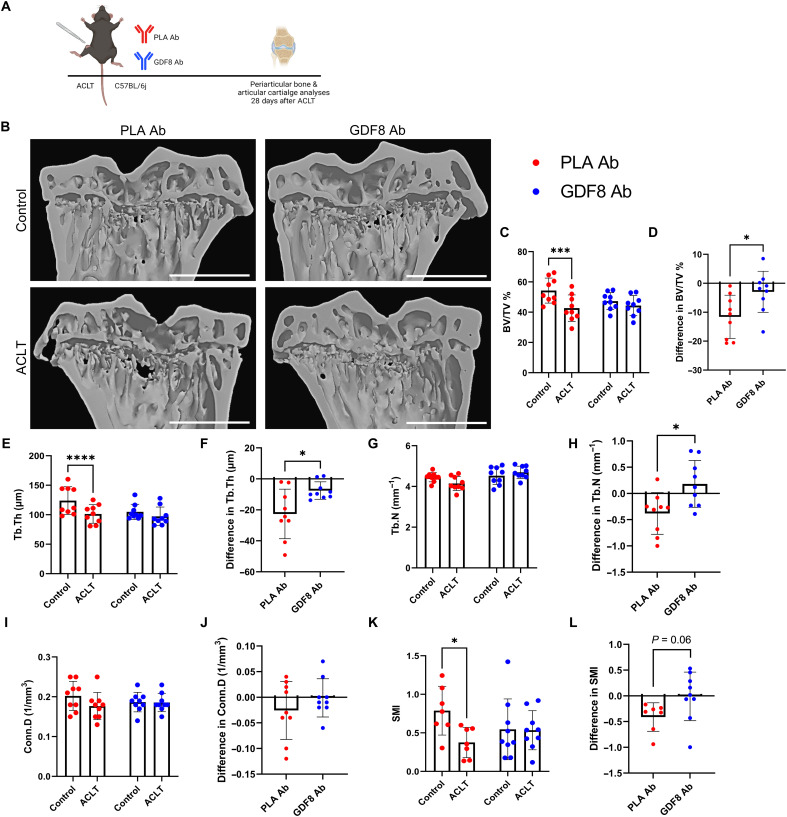
GDF8 antibody preserves periarticular bone microarchitecture following ACL injury. (**A**) Study diagram; mice were treated biweekly with subcutaneous injections; whole knees were fixed for micro–computed tomography (micro-CT) analysis 4 weeks after ACLT. (**B**) Representative micro-CT images showing three-dimensional reconstruction of coronal sections. Scale bars, 1 mm. (**C** to **L**) Morphometric parameters of tibia subchondral trabecular bone. Anti-GDF8 treatment preserved bone volume fraction [BV/TV % (C and D), drug × injury interaction, *P* = 0.023], trabecular thickness [Tb.Th (E and F), drug × injury interaction, *P* = 0.017], and partially preserved trabecular number [Tb.N (G and H), drug × injury interaction, *P* = 0.020] 28 days after ACLT. There were no significant effects of ACLT or anti-GDF8 treatment on connectivity density [Conn.D (I and J)], but anti-GDF8 treatment protected against a loss of structure model index [SMI (K and L), drug × injury interaction, *P* = 0.047]. *N* = 9 mice per group. *P < 0.05, ***P < 0.005, and ****P < 0.001 represent Šidák’s multiple comparison post hoc tests performed when significant interactions were detected via mixed models (C, E, G, I, and K); *P < 0.05 via independent sample *t* test (D, F, H, J, and L).

## DISCUSSION

We evaluated the in vivo efficacy of a humanized antibody against GDF8 aimed at promoting muscle strength and size, reducing muscle fibrosis, and mitigating PTOA. This preclinical testing was carried out in Col1-eGFP mice and GDF8KO mice with concordant results across quadriceps muscle, articular cartilage, and subchondral and trabecular bone in short- and long-term dosing schemes. We report GDF8 abundance and concentration in human quadriceps and serum that varied over time after ACL injury and reconstruction. Acute GDF8 induction in the quadriceps after ACL injury explained significant variance in measures of serum GDF8 concentration, muscle weakness, and atrophy, as well as periarticular bone loss obtained several months following ACL injury and reconstruction. Both temporal-specific variability and patient-specific variability in quadriceps GDF8, as well as efficacy results in a preclinical PTOA model, reveal an opportunity for therapeutic targeting in an acute human intervention.

A majority of individuals who sustain an ACL tear go on to develop PTOA (*5*, *6*), and mouse ACLT models develop moderate-to-severe PTOA within a month of injury (*45*). Our findings that anti-GDF8 therapy attenuated cartilage MMP expression and the severity of PTOA is the first demonstration of our knowledge of a critical causative role for GDF8 in the etiology of knee PTOA. Aberrant transforming growth factor–β signaling is causative in subchondral bone sclerosis (*50*) and the development of joint OA (*51*), and the protection against cartilage destruction after ACLT reflects a pivotal role for GDF8 specifically in the etiology of PTOA. In healthy articular cartilage, matrix turnover and MMP activity remain relatively low, and treatment with anti-GDF8 Ab markedly dampened measures of cartilage matrix remodeling and MMP abundance acutely after ACLT. Anti-GDF8 effects were further realized with the preservation of trabecular bone and cartilage integrity 1 month after a knee injury. Our findings strongly suggest that targeting GDF8 rapidly after traumatic joint injury may diminish cartilage matrix destruction and protect against PTOA development.

Injuries to the ACL result in persistent quadriceps muscle atrophy and weakness despite surgical reconstruction and intense postoperative rehabilitation programs (*11*, *52*, *53*). We therefore assessed the protective effect of a humanized monoclonal GDF8 Ab administered at the time of ACLT on muscle size and function. Anti-GDF8 treatment after ACLT improved quadriceps strength by 58% 2 weeks following injury so as to be not different from normative healthy values. After treatment with anti-GDF8 Ab, mice were protected against quadriceps atrophy as quickly as 1 week, and sustained through 4 weeks, after injury. GDF8KO restored peak isometric quadriceps tetanic torque at 2 and 4 weeks after ACLT, in addition to preserving quadriceps muscle fiber size. Both anti-GDF8–treated and GDF8KO mice displayed deficits in torque 1 week following injury despite an absence of measurable atrophy. Early strength deficits following ACL injury and reconstruction may be attributable to a reduced neural drive to knee extensor muscles (*54*) that may exist irrespective of muscle fiber size maintenance via anti-GDF8 therapies (*55*, *56*). Speed, perhaps more so than magnitude, of quadriceps torque production predicts knee function after ACL injury (*57*), and anti-GDF8 Ab treatment improved the rate of torque development of the ACLT-injured quadriceps. Incomplete recovery of muscle strength following ACL injury can alter knee biomechanics and may predispose patients to develop OA. Our findings support anti-GDF8 therapy to prevent weakness and atrophy after injury.

Our previous work indicates sustained quadriceps fibrosis after ACL injury (*25*, *32*, *40*) that persists in patients with knee OA (*26*, *27*). We also report that GDF8 induces human muscle fibroblast proliferation and predicts FAP abundance following ACL injury (*9*). Anti-GDF8 treatment reduced quadriceps muscle fibrosis and expansion of collagen 1–expressing cells. Aberrant GDF8 signaling is a driver of muscle fibrosis (*17*), and induction of GDF8 within the quadriceps after ACL injury appears unique among transforming growth factor–β superfamily members (*9*, *11*). Our data suggest anti-GDF8 strategies mitigate periostin and αSMA activation, which can occur in myofibroblasts involved in muscle remodeling in response to injury (*35*). This, in turn, improved quadriceps collagen organization and cross-linking, which may restore passive mechanical properties within the muscle after joint injury (*38*). Muscle fibrosis is considered irreversible across many acute and chronic pathologies (*58*), underscoring the need for rapid delivery of therapies (*59*). Two doses of anti-GDF8 Ab reduced the muscle fibrotic burden, restoring values to those of the uninjured limb. We observed a significant down-regulation of pathways concerning ECM organization, collagen biosynthesis, and cross-linking with anti-GDF8 treatment in the ACLT limb. Dosing acutely after injury may reflect the intervention window in the ACLT injury model, given the rapid onset of collagen remodeling after the initial ACL tear (*9*, *40*).

We recently described similarities in the quadriceps transcriptome signature of mice after ACLT as compared to human participants following ACL injury (*42*). We sought to assess the effect of a humanized monoclonal GDF8 Ab on quadriceps transcriptome alterations after ACLT. The mechanism of action for anti-GDF8–based therapies is widely regarded as the repression of muscle protein degradation (*56*) through activation of SMAD signaling and ubiquitin-proteasome activation. Genetic and antibody targeting of GDF8 reduced SMAD3 phosphorylation after ACL injury, but we did not observe gene changes in canonical E3 ubiquitin ligases *Trim63* and *Fbxo32* after ACLT. Our prior work suggests diminished protein anabolism potentiates quadriceps atrophy after ACL injury (*42*), and anti-GDF8 Ab treatment may act to preserve quadriceps size through enhanced translation. Our findings support intriguing evidence that specific targeting of GDF8 may support improvements in quadriceps proteostasis through improved protein translation.

Much has been written regarding the challenges faced by the clinical translation of anti-GDF8 therapies (*60*, *61*). Clinical trials using GDF8 inhibitors have covered patients with various muscular dystrophies, idiopathic inflammatory myopathies, cancer cachexia, chronic obstructive pulmonary disease (COPD), and aging/sarcopenia (*61*). Many of these trials have been met with limited/modest success (e.g., increases in lean mass but poorer improvements in functional outcomes), and this can be attributed to several potential explanations. In many of these genetic and chronic conditions, patients are concurrently treated with corticosteroids, which have been shown to completely counteract the hypertrophic effects of GDF8 inhibition in skeletal muscle (*62*). In addition, decreased GDF8 levels (both within muscle and systemically) have been reported in patients with muscular dystrophy and older adults who show greater disease progression/muscle wasting (*63*, *64*), which would limit the effectiveness of anti-GDF8 strategies. Last, some anti-GDF8 therapies also bind GDF11, which leads to a cap on GDF8 inhibition. Together, these hurdles have likely hampered the true potential of anti-GDF8 therapies. ACL rupture and subsequent PTOA as clinical indications for anti-GDF8 therapy offer a number of key differences that address the complications that have limited the success of anti-GDF8 treatment in genetic and chronic conditions. (i) Corticosteroid prescription is not standard of care following ACL injury, which will allow GDF8 inhibition to better rescue muscle atrophy and weakness. (ii) We (*9*) and others (*11*) have shown that GDF8 levels peak in the muscle and serum shortly following initial ACL injury, indicating an optimal time to begin anti-GDF8 treatment. With genetic conditions such as muscular dystrophy or chronic conditions such as cancer cachexia/COPD, there is often not a precipitating event to benchmark the initiation of pharmacotherapy. With a majority of ACL injuries leading to PTOA within 10 to 15 years, irrespective of reconstruction/treatment of the injured ligament, there is a clear catalyst to guide treatment strategies. Supportive of this point are our data on human participants connecting GDF8 signaling to musculoskeletal deficits. Our findings underscore a remaining need to establish the duration of elevated muscle GDF8 signaling to guide treatment windows. (iii) The GDF8 neutralizing monoclonal antibody that we used shows no detectable binding affinity for GDF11 (*23*), alleviating a potential cap on GDF8 inhibition. Together, these concepts support GDF8 as a treatable and modifiable molecular effector of poor outcomes (muscle, bone, and cartilage) following traumatic joint injury.

Our study is not without limitations; our mouse injury involves surgical transection of the ACL, differing from clinical ACL cases that are overwhelmingly closed-compartment ruptures. While invasive, the ACLT induced comparable deficits in muscle size, strength, and periarticular bone as observed in our clinical participants. In addition, experiments in sham-operated mice showed a very modest increase in quadriceps GDF8 and no robust phenotypic alterations in either the quadriceps or articular cartilage. Compression of PTOA development in mice makes the establishment of treatment guidelines for patients challenging, where PTOA develops over 10 to 15 years after injury. A recent review article sought to define a relationship between mouse and human age, establishing that during adulthood, 2.6 mouse days is equivalent to 1 human year (*65*). The onset of moderate PTOA 28 days after injury in mice would then equate to ~11 years following a knee injury in a human, a time when the incidence of PTOA in humans after ACL reconstruction is ~40% (*66*). While supportive of our premise, guidelines for treatment duration in patients following a knee injury need to be established with consideration given to potential off-target effects of GDF8 inhibition (*67*).

In conclusion, muscle GDF8 induction acutely following a knee injury in humans predicts prolonged deficits in muscle size, strength, and periarticular bone loss. We have demonstrated that inhibition of GDF8 through humanized monoclonal antibody or genetic knockout protects against muscle weakness and fibrosis while preserving trabecular bone and mitigating PTOA. Our results provide reinvigorated support for anti-GDF8 therapies in the context of knee OA and recovery following joint injury.

## MATERIALS AND METHODS

Please see the Supplemental Materials for complete methods.

### Human study methods: Study group and biospecimen collection

This study was approved by the Institutional Review Board (protocol #43046) at University of Kentucky (UK) and performed in accordance with the ethical standards of the 1964 Declaration of Helsinki. All participants provided informed consent and were confirmed to have a complete tear of the ACL; subject demographic information can be found in table S1. Bone-patellar tendon-bone graft ACL surgeries were completed by one of two physicians at the UK Orthopaedic Surgery and Sports Medicine. Muscle biopsy specimens from the ACL-injured (ACL-inj) and contralateral healthy vastus lateralis were collected immediately before ACL surgical reconstruction (ACLR) with follow-up biopsies of the ACL-injured limb obtained 1 week after ACLR and 4 months after ACLR.

Periarticular BMD was assessed with x-ray absorptiometry (DXA) scans (Lunar iDXA, GE Healthcare) and was completed pre-ACLR and 6 months after ACLR in both the ACL-injured and healthy limbs (*68*).

Participants’ peak isometric torque and the mean slope of the torque-time curve between 20 and 80% of the first 200 ms from muscle contraction onset (rate of torque development) were evaluated in the healthy limb and ACL-injured limbs before ACLR and at 4 and 6 months after ACLR as previously described (*69*).

### Mouse study methods and drug treatment

This study was approved by the Institutional Animal Care and Use Committee (protocol #2019-3241) at UK in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals. C57BL6/J mice were obtained from the Jackson Laboratory (Bar Harbor, ME). GDF8KO mice were obtained from Regeneron Pharmaceuticals (Tarrytown, NY) (*23*). Col1-eGFP mice were a gift from D. Brenner (*34*). Mice were studied between 4 and 5 months of age and both males and females were used in all experiments. For drug treatments, C57BL/6J and Col1-eGFP mice were injected subcutaneously twice weekly with a human monoclonal antibody specific to GDF8/myostatin [10 mg/kg; GDF8 Ab; REGN647 (*23*), Regeneron Pharmaceuticals] or a PLA Ab (10 mg/kg; REGN1945, Regeneron Pharmaceuticals). The GDF8 Ab is a fully humanized monoclonal anti-myostatin antibody with an IgG4 Fc domain which selectively inhibits pro-, latent, and mature myostatin without binding GDF11 or activin A (*23*).

### Surgically induced PTOA mouse model

Surgical ACLT was performed on a single limb for all mice, with the contralateral hind limb serving as an internal healthy control, similar to our prior work (*42*).

### In vivo tetanic torque and RTD

Muscle isometric mechanics were assessed as described previously (*70*) on the quadriceps muscle using a Whole Animal System for Mice (catalog no. 1300A; Aurora Scientific, ON, Canada).

### Micro–computed tomography analysis

Before decalcification, whole fixed knees from control and ACLT limbs were scanned using a Skyscan 1276 micro-CT (Bruker, Billerica, MA). Knees were scanned 28 days after ACLT in both GDF8 Ab– and PLA Ab–treated mice as well as GDF8KO mice. Whole knees were scanned with a voxel size of 9 μm for analysis of three-dimensional bone structure with the following scanning parameters used for both limbs: energy = 50 kV, intensity = 200 μA, integration time = 300 ms, and 0.25-mm Al beam hardening filter similar to our prior work (*71*).

### Immunohistochemistry

Frozen human and mouse quadriceps tissue was sectioned (7 μm thickness) on a cryostat and staining was performed as previously published (*72*–*76*).

### RNA sequencing

RNA was isolated and sequenced from quadriceps and articular cartilage from both control and ACLT limbs in both GDF8 Ab– and PLA Ab–treated mice 7 days after ACLT (*42*, *77*). Quadriceps RNA-seq data are deposited in Gene Expression Omnibus: GSE230708. Cartilage RNA-seq data are deposited in Gene Expression Omnibus: GSE230736.

### FACS of Col1-eGFP^+^ cells

Col1-eGFP^+^ cells were isolated from the quadriceps muscles of mice 7 days after ACLT by enzymatic digestion and FACS via a modified protocol (*78*). Entire quadriceps muscles were dissected from the hind limb and mechanically minced under sterile conditions.

### Hydroxyproline and pyridinium cross-link assays

To determine total collagen content, hydroxyproline was measured with a modified protocol using a commercially available Hydroxyproline Assay Kit (MAK008, Millipore Sigma, Darmstadt, Germany) (*37*). Pyridinium (PYD) cross-link (pyridinoline and deoxypyridinoline) concentration was determined by enzyme-linked immunoassay Metra PYD EIA kit (Quidel Corporation, San Diego, CA), as previously described using skeletal muscle hydrolysate (*79*).

### Statistical analysis

For human studies, statistical analysis was performed on continuous data using mixed models with no sphericity assumption to account for repeated observations within the same subject. Dunnett’s multiple comparison tests were performed with individual variances computed for each comparison to specifically compare post-injury data with the healthy limb value. For mouse studies, we fit a series of mixed models with drug as a fixed effect (GDF8 Ab versus PLA Ab) and a random effect modeling correlation between limbs within each mouse (comparing ACLT and control). Separate comparisons were performed within each distinct time point (we did not compare across time points; e.g., 7, 14, or 28 days after ACLT was each analyzed separately). If significant interactions were identified (drug × injury, *P* < 0.05), then Šidák’s multiple comparison post hoc testing was performed. Pairwise comparisons of interest via Šidák’s multiple comparison post hoc tests are denoted in figures with asterisks defined for given *P* value references. Drug × injury interaction *P* values are provided for all comparisons in the respective figure legends. For instances where two independent samples were compared, we performed two-sample *t* tests. Statistical testing is denoted in all figure legends. Data are presented as means ± SD with individual data points overlaid on bar charts. No assumption violations were observed for parametric statistical testing for human and mouse data; these assumptions include distributional and equal variance. *P* values < 0.05 were considered statistically significant. All analyses were performed with GraphPad Prism 9.0.2.

How the deposited data were processed for this re-analysis (not part of the article)

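Articular cartilage of the knee was sequenced in 8 libraries, 2 pools for each of 4 groups (placebo or anti-GDF8 antibody, control or ACLT limb), on day 7 after ACLT. Groups follow the sample labels and replicates the pool letters in the sample descriptions. In the anti-GDF8 control group the letters run against the numbers of the sample titles, and neither source says that equal letters mark pools of the same mice, so no pairing was used in the comparisons. The control limb is the other hind limb of the ACLT mice, so the 2 limbs of a treatment are not independent samples of mice. The muscle RNA-seq, histology, force and strength measures of the paper were not analysed here.

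The authors extracted RNA with TRI Reagent and a column kit, and their notes name STAR 2.7.3a, Partek and DESeq2 and the builds mm10 and mm39 without saying which step each served. The deposited table holds CPM (counts per 1e+06 reads assigned to the genes of the table), made by the authors, since every column adds up to that total. Its name speaks of normalized counts, and the plan was written for normalized counts, so the filter and the pseudocount, planned in counts, were carried over as below. The table has 15566 protein-coding genes among its genes, 16 names are carried by more than 1 gene, and every gene has at least 10 reads in some library. All columns of sample values were used. Of the 20494 genes matched by identifier to GENCODE M21, 2.23% have its start and 98.3% its length.

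The CPM of 1 read was read from the step between low values, which gives depths in M (1e+06) reads of 20.1 M for placebo control pool A, 28.1 M for placebo control pool B, 16.4 M for anti-GDF8 control pool A, 19.8 M for anti-GDF8 control pool B, 20.1 M for placebo ACLT pool A, 25.7 M for placebo ACLT pool B, 27.6 M for anti-GDF8 ACLT pool A, 19.9 M for anti-GDF8 ACLT pool B, with a median of 20.1 M. At the median depth a gene at 4.98 CPM has 100 reads. Between 69.7% and 75.5% of values under 200 reads were whole to within 0.02 of a read and the rest were fractions, so whole reads were not recovered, and the planned edgeR and DESeq2 tests on whole reads were not run.

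CPM was multiplied by the median depth, 1 (0.0498 CPM) was added and log2 taken, and the 17401 genes with a mean of at least 10 reads (0.498 CPM) were kept. The log2 values of all 8 libraries were fitted in 1 model of 4 group means with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with an intensity trend, 4 residual and 4.74 prior degrees of freedom). The comparisons were ACLT against control under each antibody, anti-GDF8 against placebo in each limb, and the drug × injury interaction, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.05. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The values of the 2 pools of a group lay more than 2-fold apart for 1744 genes in placebo control, 1668 in placebo ACLT, 1417 in anti-GDF8 control and 1879 in anti-GDF8 ACLT.

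The 46 gene lists were written from general knowledge before the data were examined, in place of the REACTOME pathways of the paper, and cover matrix, proteases, energy metabolism, the cell cycle, signaling, immune mediators and markers of cell types and sex. Lists with a single tested member got no p-value, which leaves 45. Lists were tested with camera of limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a comparison, and again with an estimated correlation and with fry. The extracellular matrix organization list is the union of the matrix and protease lists. The share of the injury response kept under anti-GDF8 is a slope through the origin without a p-value, in which the largest changes weigh most. Muscle genes were not left out of it. The overlap of comparisons that share libraries was set beside 100 simulations of unchanged groups, in which genes varied independently.

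Genes are named by a rule. For a comparison with at least 10 calls these are the 6 largest rises and the 6 largest falls among called genes with a mean of at least 4.98 CPM in the higher group and both pools of 1 group above both of the other. Added to these are every gene the paper names and, from each list reported, up to 4 members with the smallest adjusted p, or the 2 with the highest mean where none passed. The values of the genes of Fig. 6C had been seen in the paper's figure, and genes named outside the rule are said to be chosen after their values were seen.

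The alternatives tried were other pseudocounts and filters, rescaling by a trimmed mean of log2 ratios (factors of 0.872 to 1.07), quantile normalization, fits without a trend or with robust estimates, only the 4 libraries compared, replicate blocks by letter, by letter within treatment (for comparisons within a treatment) and by title number, and each library left out in turn. Added once the values were seen were the pseudocount and filter on CPM directly, voom weights on estimated reads, and the mean of the muscle or Y-linked list as a covariate. The scripts were tested on simulated data of 17230 genes with known changes, drawn independently of each other with the fitted spread of each real gene. The median residual SD of genes with a mean of at least 20 CPM was 0.181, and the changed genes were drawn among the more abundant ones. In the placebo injury comparison 49.0% of 2-fold and 95.0% of 4-fold changes were called. Of the calls 5.88% were false, and 0 genes were called in an unchanged comparison. Camera called a shifted list (adjusted p = 1.7e-08) and 0 of 9 unchanged lists. Since the simulated genes were independent, this does not test false list calls among correlated genes.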

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

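The tests of muscle RNA, of connective tissue RNA, of matrix genes beyond it, of marrow and of treatment on B cell genes were chosen only after the result was seen, as were the settings with the muscle or the Y-linked covariate, the trimmed-mean and spread conditions on the forms made outside muscle, the requirement that a list have at least as many genes called in its direction as not and the choice of the B cell lists.

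Genes of the matrix responded less to ACLT with anti-GDF8 than with placebo, by a test of the difference between the injury responses. The interaction medians were -0.72 for extracellular matrix organization (adjusted p = 2.0e-09), -0.79 for collagen chains (adjusted p = 9.5e-04), -0.73 for collagen biosynthesis (adjusted p = 2.0e-07), -0.92 for collagen crosslinking (adjusted p = 0.00157), -0.74 for collagen degradation (adjusted p = 1.3e-04), -0.73 for matrix glycoproteins (adjusted p = 7.4e-06), -0.59 for proteoglycans (adjusted p = 0.0271), -0.44 for glycosaminoglycan metabolism (adjusted p = 1.1e-04), -0.71 for ADAMTS and ADAM proteases (adjusted p = 1.9e-04) and -0.60 for metalloproteinase activation (adjusted p = 0.0158) with camera of limma. These 10 lists are named because camera called them, and no single gene passed. Most of them share members, since extracellular matrix organization is a union of matrix and protease lists, so they are not separate tests. The list of the matrix metalloproteinases themselves and that of cartilage matrix and chondrocyte markers were not called. Every call of the interaction was lost with an estimated correlation, with adjusted p from 0.420 to 0.548 over the 27 lists. Without placebo control pool A the calls of collagen chains (-1.004) and metalloproteinase activation (-0.99) were lost. With placebo control pool B left out the medians were -0.41 for matrix glycoproteins, -0.27 for glycosaminoglycan metabolism and -0.43 for ADAMTS and ADAM proteases, and the call of proteoglycans (-0.44) was lost. After leaving out placebo ACLT pool A the calls of proteoglycans (-0.59) and metalloproteinase activation (-0.43) were lost. Once placebo ACLT pool B was left out the median was -0.96 for proteoglycans. Without anti-GDF8 control pool B the median was -0.47 for collagen degradation, and the calls of proteoglycans (-0.71) and metalloproteinase activation (-0.61) were lost. With anti-GDF8 ACLT pool B left out the call of proteoglycans (-0.59) was lost. With the muscle covariate the calls of collagen chains (-0.38), collagen crosslinking (-0.52), proteoglycans (-0.36), glycosaminoglycan metabolism (-0.35) and ADAMTS and ADAM proteases (-0.71) were lost. With the Y-linked covariate the call of proteoglycans (-0.35) was lost.

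Cell type and signaling lists with a smaller injury response under anti-GDF8 had interaction medians of -1.30 for osteoclast markers (adjusted p = 1.4e-04), -0.64 for macrophage markers (adjusted p = 1.2e-04), -0.54 for endothelial markers (adjusted p = 0.00617), -0.52 for SMAD2/3 targets (adjusted p = 0.00226) and -0.27 for ribosomal proteins (adjusted p = 2.2e-05) by the same test. Y-linked genes, with an injury median of 0.31 with placebo (not called) and -0.53 with anti-GDF8 (called lower), had an interaction median of -0.94 (adjusted p = 0.0132). Osteoclasts resorb bone, macrophages clear debris, and the SMAD2/3 targets are induced by TGF-β and GDF8. After leaving out placebo control pool A the median was -0.42 for ribosomal proteins, and the calls of osteoclast markers (-0.95), endothelial markers (-0.61) and Y-linked genes (-1.16) were lost. Once placebo control pool B was left out the median was -0.15 for ribosomal proteins. Without placebo ACLT pool B the calls of endothelial markers (-0.44) and Y-linked genes (-0.72) were lost. With anti-GDF8 control pool A left out the call of Y-linked genes (-0.47) was lost. After leaving out anti-GDF8 control pool B the median was -1.43 for Y-linked genes, and the call of endothelial markers (-0.45) was lost. Once anti-GDF8 ACLT pool B was left out the median was -0.31 for endothelial markers. Under the muscle covariate the calls of endothelial markers (-0.28), SMAD2/3 targets (-0.22), ribosomal proteins (-0.11) and Y-linked genes (-0.10) were lost. Under the Y-linked covariate the calls of SMAD2/3 targets (-0.30) and ribosomal proteins (-0.098) were lost.

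Muscle fiber genes and the genes of energy metabolism, which muscle expresses strongly, ran the other way. The interaction medians were 5.01 for muscle markers (adjusted p = 2.5e-29), 0.64 for TCA cycle (adjusted p = 2.0e-09), 0.49 for pyruvate metabolism (adjusted p = 1.3e-09), 0.40 for electron transport (adjusted p = 2.2e-17), 0.47 for ATP synthase (adjusted p = 2.0e-07), 0.53 for glycolysis (adjusted p = 3.3e-07), 0.67 for mitochondrially encoded mRNAs (adjusted p = 2.4e-09), 0.20 for cell cycle (adjusted p = 2.0e-09), 0.44 for erythroid markers (adjusted p = 1.5e-04), 0.77 for adipocyte markers (adjusted p = 0.00236) and 0.13 for atrophy ubiquitin ligases (adjusted p = 0.00200). Without placebo control pool A the medians were 0.09 for cell cycle and 0.05 for atrophy ubiquitin ligases. With placebo control pool B left out the medians were 0.42 for TCA cycle and 0.25 for atrophy ubiquitin ligases. After leaving out placebo ACLT pool A the medians were 0.06 for cell cycle and 0.19 for erythroid markers. Once placebo ACLT pool B was left out the medians were 0.36 for cell cycle and 0.75 for erythroid markers. Without anti-GDF8 control pool A the medians were 0.78 for erythroid markers and 0.25 for atrophy ubiquitin ligases. With anti-GDF8 control pool B left out the medians were 0.09 for cell cycle and 0.17 for erythroid markers. After leaving out anti-GDF8 ACLT pool A the medians were 0.78 for pyruvate metabolism, 0.67 for electron transport, 1.02 for mitochondrially encoded mRNAs, 0.04 for cell cycle and 1.28 for adipocyte markers, and the call of erythroid markers (0.12) was lost. Once anti-GDF8 ACLT pool B was left out the medians were 3.18 for muscle markers, 0.25 for TCA cycle, 0.19 for pyruvate metabolism, 0.14 for electron transport, 0.17 for ATP synthase, 0.34 for glycolysis, 0.27 for mitochondrially encoded mRNAs, 0.37 for cell cycle and 0.79 for erythroid markers, and the call of adipocyte markers (0.26) was lost. With the muscle covariate the call of glycolysis (0.0044) was lost, and the direction given by camera reversed for TCA cycle (-0.23), pyruvate metabolism (-0.057), electron transport (-0.22), ATP synthase (-0.12), mitochondrially encoded mRNAs (-0.013) and adipocyte markers (-0.34). With the Y-linked covariate the calls of TCA cycle (0.083), electron transport (0.022), ATP synthase (0.041), glycolysis (0.098) and adipocyte markers (0.39) were lost.

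In placebo-treated animals 8 gene lists that the paper does not discuss had at least as many measured genes called in 1 direction after ACLT as not, with medians of -0.78 for glycolysis (9 fell of 18, adjusted p = 9.9e-07 and 0.271), 1.10 for osteoclast markers (7 rose of 12, adjusted p = 0.0249 and 0.409), 1.88 for fibroblast markers (14 rose of 20, adjusted p = 1.1e-08 and 0.271), 1.28 for tendon markers (4 rose of 7, adjusted p = 0.00691 and 0.346), -6.45 for muscle markers (22 fell of 24, adjusted p = 2.0e-23 and 0.271), 1.24 for macrophage markers (11 rose of 15, adjusted p = 3.7e-08 and 0.286), -1.40 for mitochondrially encoded mRNAs (13 fell of 13, adjusted p = 7.5e-14 and 0.271) and 0.63 for ribosomal proteins (48 rose of 76, adjusted p = 7.0e-17 and 0.339), where the adjusted p is that of camera of limma first and with an estimated correlation second. Without placebo control pool A the call of osteoclast markers (0.88) was lost. With placebo control pool B left out the median was 0.78 for tendon markers. Under the muscle covariate the calls of glycolysis (0.052) and tendon markers (0.74) were lost. B cell markers, genes of antibody-forming cells and their precursors, had lower values with anti-GDF8 in ACLT limbs, with a median of -1.26 (adjusted p = 2.9e-07 and 0.294; 12 of 12 genes), and in control limbs, with -0.99 (9.2e-17 and 0.547; 12 of 12). After leaving out anti-GDF8 control pool A the median was -1.50 for B cell markers in the control-limb treatment comparison. Once anti-GDF8 control pool B was left out the median was -0.56 for B cell markers in the control-limb treatment comparison. Without anti-GDF8 ACLT pool A the median was -2.06 for B cell markers in the ACLT-limb treatment comparison. With anti-GDF8 ACLT pool B left out the median was -0.68 for B cell markers in the ACLT-limb treatment comparison. In ACLT limbs the B cell call was also lost with the muscle covariate (-0.12) and with the Y-linked covariate, where the median was above 0 (0.04).

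Energy metabolism genes were lower in placebo ACLT than in placebo control, with a median of -0.56 over 101 genes of the TCA cycle, electron transport and pyruvate metabolism. If a few genes taking most of the counts made the fall, it would disappear under trimmed-mean rescaling, which nearly removes the shift of the median of all genes, and the median there was -0.747, so the tables argue against it. Lower energy metabolism in other cells would lower the forms made outside muscle (Cox6a1, Cox7a2, Cox8a, Pfkl, Eno1, Pgam1 and Slc2a1), and these did not fall together. Their median was 0.208, and 0.03 with trimmed-mean rescaling, each above the fall by more than the SD of the 7 forms (0.209 and 0.209). Of these only Cox6a1 (0.38), Cox7a2 (0.25) and Cox8a (0.60) are among the 101 genes, and the others are glycolysis genes. The forms therefore cannot decide for the TCA cycle and pyruvate metabolism lists. Muscle RNA in the control pools, where the actin Acta1 had 12410 CPM on average, may account for the fall. The change per muscle CPM between the anti-GDF8 ACLT pools predicts 1.39 times the observed fall, and with the muscle covariate the median was 0.38. Within groups the centered covariate differed most between those same 2 pools (-2.12 and 2.02), so the 2 values are not separate evidence. The same calculation accounts for 0.598 of the fall of mitochondrially encoded mRNAs, so a part of that fall stays unexplained, and no effect of the antibody is part of this comparison.

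Matrix genes were lower in anti-GDF8 ACLT than in placebo ACLT, with a median of -0.97 for the extracellular matrix organization list. The tables argue against a few genes taking most of the counts, since the median was -0.867 with trimmed-mean rescaling, and against muscle RNA in pool B, since the median of pool A alone was 0.833 times that of pool B. Less connective tissue RNA in the anti-GDF8 ACLT pools may account for it, since 19 of the 20 fibroblast markers, those in no matrix list, had a median of -0.821, among them Htra1 at -1.15 and Ly6a at -0.82, which had 399 and 448 CPM in placebo ACLT, with Htra1 chosen after its values were seen. An effect of anti-GDF8 on matrix genes beyond the share of fibroblasts cannot be told apart from it, since the median of the matrix list lay -0.145 from that of the fibroblast markers. How many of these markers chondrocytes express themselves was not tested, and a treatment that lowers the number of fibroblasts would give the same values. The full marker list also rose after ACLT with placebo, with a median of 1.88, and holds Lrrc15, a gene of activated fibroblasts. Its values therefore cannot separate fewer fibroblasts from less activated ones.

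B cell genes were lower in both anti-GDF8 groups than in the placebo groups, with a median over the limbs of -1.11, and their most abundant members Cd79a and Cd79b had 89.8 and 75.4 CPM in placebo control against 52.7 and 46.4 in anti-GDF8 control, with Cd79b chosen after its values were seen. Less marrow and blood in the anti-GDF8 pools would lower neutrophil and erythroid markers too, and these had medians of 0.22 and 0.533 over the limbs, so the tables argue against it. A different share of male mice may account for part of it, since the median was -0.495 with the mean of the Y-linked genes as a covariate, between the bounds set for either reading. In control limbs alone the Y-linked median was -0.03 (not called) and the B cell median -0.99, so no difference in male share was seen there. The Y-linked genes also differed between the 2 limbs of the same anti-GDF8–treated mice, so their mean may not measure male share. An effect of anti-GDF8 treatment stays open, since all 4 anti-GDF8 libraries lay below all 4 placebo libraries, but the list was picked from 45 by its values and the 2 limbs of a treatment come from the same mice, so the exact permutation p = 0.0286, the smallest that 4 against 4 libraries can give, decides nothing.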

How the results depend on the processing

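The tests with pseudocount and filter applied to CPM directly, with voom weights, and with the muscle marker mean or the Y-linked mean as a covariate were chosen only after the values were seen. With 2 pools per group, leaving out 1 leaves its group with a single pool, which is assumed to vary like the other groups. In simulated data of the placebo injury comparison 49% of 2-fold and 95% of 4-fold changes were called. The simulated genes had the fitted spread of the real ones, and the changed genes were drawn among the more abundant ones. These rates therefore give no limit of detection for the least abundant genes. The shallowest library had 16.4 M reads, and genes with a mean under 10 reads were not tested. Planned tests with edgeR and DESeq2 on whole reads were not run, because the values are not whole reads for every gene, and the setting of only the 4 libraries compared gives no value for the interaction nor for the total of gene lists. The block within treatment absorbs the difference between treatments, so it gives no value for the 2 treatment comparisons, the overlap of calls and the total of gene lists, and a list gets no value with its own mean as covariate (muscle markers and Y-linked genes).

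Under the planned pseudocounts and filters and the robust fit the count of the placebo injury comparison stayed between 2587 and 2797 and that of the anti-GDF8 injury comparison between 101 and 145, and under these no gene passed limma in the other 3 comparisons. With CPM used directly the injury counts were 2119 and 90. The placebo count was 1675 without a trend and 1 (C1qtnf3) with the muscle covariate. That covariate largely follows the placebo injury, so the loss of calls under it does not show its cause. The anti-GDF8 count was 179 with trimmed-mean rescaling, 172 with quantile normalization, 2 (Ccl7 and C1qtnf3) without a trend, 41 with voom weights and 8 with the Y-linked covariate. In control limbs 1 gene differed between treatments with the muscle covariate and 1 with only the 4 libraries compared, Actc1 in both, which was chosen after its values were seen. Of 225 gene list results 148 were called, 0 with an estimated correlation and 27 with fry of limma. The slope of the anti-GDF8 on the placebo injury response was 0.829 over the genes called with anti-GDF8. It was 0.14 over genes at least 2-fold changed in pool pair A and measured in pair B (-0.0023 for falls), and 0.52 in the reverse. With the muscle covariate the value of 0.876 is the ratio of C1qtnf3, the 1 gene called there, and not a slope across the response. Of the 6 genes of Fig. 6C, 6 rose with placebo in each setting except the muscle covariate, with 0, and CPM used directly, with 5, where Adamts12 lay under the filter. The cause of these changes was not tested, apart from the smaller number of libraries in the 4-library setting.

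Pool letters link the groups by a letter only. The differences between pools A and B correlated across genes by 0.13, 0.04, 0.21, 0.02, 0.30 and 0.0032 in the 6 pairs of groups, so a pairing of the pools was not established. With the replicate block by letter, 1 gene, Trim63, differed between treatments in ACLT limbs and 1 passed the interaction, the overlap of placebo injury and ACLT-limb treatment calls was 1, and with the replicate block within treatment 1 gene, also Trim63, passed the interaction. The block by letter gave 2940 and 112 injury calls with placebo and anti-GDF8, the block within treatment 3053 and 92, and the block by title number 2347 and 107.

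With the muscle covariate the direction of the following results, each called with or without it, reversed (lists by camera), and the cause was not tested. In the placebo injury comparison the medians were 0.37 (TCA cycle), 0.060 (pyruvate metabolism), 0.44 (electron transport), 0.31 (ATP synthase), 0.28 (adipocyte markers) and -2.15 (B cell markers). In the anti-GDF8 injury comparison the medians were 0.11 (TCA cycle), 0.048 (pyruvate metabolism), -0.28 (interferon-stimulated genes), -0.56 (B cell markers) and -0.24 (erythroid markers). In the ACLT-limb treatment comparison the medians were -0.37 (TCA cycle), -0.23 (pyruvate metabolism), -0.37 (electron transport), -0.26 (ATP synthase), -0.24 (glycolysis), 0.36 (interferon-stimulated genes), -0.028 (adipocyte markers), -0.36 (mitochondrially encoded mRNAs) and -0.035 (ribosomal proteins). For the interaction the medians were -0.23 (TCA cycle), -0.057 (pyruvate metabolism), -0.22 (electron transport), -0.12 (ATP synthase), -0.34 (adipocyte markers) and -0.013 (mitochondrially encoded mRNAs). The placebo injury log2 fold changes of genes were 1.64 (Igfn1), 1.71 (Mstn), 0.055 (Cs), 0.37 (Sucla2), 0.16 (Sdha), 0.15 (Mdh2), 1.08 (Pdk2), 0.57 (Cox8b), 0.80 (Cox6a2), 0.79 (Cox7a1), 0.082 (Ndufa10), 0.29 (Atp5g1), 0.099 (Atp5a1), 0.015 (Atp5b), 0.0072 (Atp5pb), 0.23 (Eno3), 0.81 (Pfkm), -0.019 (Ckap2), 0.25 (Fbxo40), -0.017 (Foxo1), 0.16 (Plin4) and 0.18 (Vwf). With the Y-linked covariate the direction given by camera reversed for these. In the anti-GDF8 injury comparison the medians were -0.29 (electron transport), -0.37 (ATP synthase) and 0.18 (cell cycle). In the ACLT-limb treatment comparison the medians were -0.21 (TCA cycle), -0.26 (electron transport), -0.20 (ATP synthase), -0.0014 (glycolysis), 0.39 (interferon-stimulated genes), -0.14 (mitochondrially encoded mRNAs) and -0.0080 (ribosomal proteins).

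Leaving out each library in turn gave 678 to 3010 placebo injury calls, 1 to 368 anti-GDF8 injury calls, 0 to 462 ACLT-limb treatment calls, 0 to 1 control-limb treatment calls and 0 to 305 interaction calls, and an overlap of placebo injury with ACLT-limb treatment calls of 0 to 422. Lists whose direction by camera reversed with a library left out, and which were called with or without it, had medians in these ranges. In the anti-GDF8 injury comparison they were -0.46 to 0.18 (TCA cycle), -0.44 to 0.075 (pyruvate metabolism), -0.29 to 0.29 (electron transport), -0.26 to 0.23 (ATP synthase), -0.25 to 0.040 (cell cycle), -0.32 to 0.39 (interferon-stimulated genes), -3.18 to 0.57 (muscle markers), -0.38 to 0.37 (adipocyte markers), -0.72 to 0.66 (B cell markers) and -0.27 to 0.39 (erythroid markers). In the ACLT-limb treatment comparison they were -0.11 to 0.39 (electron transport) and -0.13 to 0.57 (mitochondrially encoded mRNAs). In the control-limb treatment comparison they were -0.46 to 0.045 (cartilage matrix and chondrocyte markers), -0.050 to 0.24 (ribosomal proteins) and -0.51 to 0.74 (X-inactivation transcripts). For the interaction it was -0.74 to 0.59 (B cell markers). Of 225 list medians 69 changed sign with a library left out, 15 of them of called lists. Where camera kept its direction, the called lists among these had ranges of -0.00028 to 0.42 (Wnt and BMP regulators, anti-GDF8 injury), -0.016 to 0.69 (TCA cycle, ACLT-limb treatment), -0.095 to 0.44 (ATP synthase, ACLT-limb treatment), -0.34 to 0.15 (matrix glycoproteins, control-limb treatment), -0.51 to 0.18 (osteoblast markers, control-limb treatment), -0.61 to 0.25 (fibroblast markers, control-limb treatment), -0.34 to 0.15 (Wnt and BMP regulators, control-limb treatment) and -0.27 to 0.034 (extracellular matrix organization, control-limb treatment).

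Gene list calls gained and lost with the direction of camera kept numbered 1 and 0 (pseudocount 5), 0 and 0 (pseudocount 0.1), 5 and 0 (no filter), 0 and 2 (a mean of at least 50 reads), 7 and 4 (trimmed-mean rescaling), 6 and 7 (quantile normalization), 0 and 5 (no trend), 0 and 0 (the robust fit), 3 and 2 (only the 4 libraries compared), 4 and 0 (the block by letter), 6 and 0 (the block within treatment), 4 and 0 (the block by title number), 2 and 18 (CPM used directly), 2 and 1 (voom weights), 10 and 27 (the muscle covariate) and 19 and 16 (the Y-linked covariate), and with a library left out 2 to 17 gained and 4 to 18 lost. For the 541 named gene results, 176 of them called, the calls gained and lost among genes that a setting tests were 1 and 0 (pseudocount 5), 0 and 5 (pseudocount 0.1), 1 and 3 (no filter), 0 and 0 (a mean of at least 50 reads), 2 and 10 (trimmed-mean rescaling), 2 and 7 (quantile normalization), 0 and 67 (no trend), 1 and 19 (the robust fit), 1 and 20 (only the 4 libraries compared), 3 and 1 (the block by letter), 3 and 5 (the block within treatment), 2 and 10 (the block by title number), 0 and 1 (CPM used directly), 0 and 18 (voom weights), 0 and 121 (the muscle covariate) and 1 and 57 (the Y-linked covariate), and with a library left out 0 to 20 gained and 0 to 88 lost, with no gene reversed in any planned setting.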

Differences from the paper's values

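The tests added only after the values were seen were those with CPM used directly, voom weights and the muscle and Y-linked covariates, and the other settings were set before the data were examined. The counts of changed genes are compared at an adjusted p under 0.05, and the paper states no fold threshold for Fig. 6B, whose values are read by eye. After ACLT in placebo-treated animals 2712 genes passed with limma, against about 1500 in the paper (Fig. 6B, read by eye). Of the planned settings, no trend (1675), leaving out placebo control pool B (1027), leaving out anti-GDF8 control pool A (2071) and leaving out anti-GDF8 control pool B (2077) came within the margin of 1.5 times, and the other 16 did not, with counts of 678 to 3053. After ACLT in anti-GDF8–treated animals 106 genes passed with limma, against about 300 in the paper (Fig. 6B, read by eye). Of the planned settings, leaving out placebo control pool A (223), leaving out placebo control pool B (242) and leaving out anti-GDF8 ACLT pool B (368) came within the margin of 1.5 times, and the other 17 did not, with counts of 1 to 179. Between treatments in ACLT limbs 0 genes passed with limma, against about 600 in the paper (Fig. 6B, read by eye). At an unadjusted p under 0.05 there were 3010, and voom weights gave 0. Of the planned settings, leaving out anti-GDF8 ACLT pool A (462) came within the margin of 1.5 times, and the other 18 did not, with counts of 0 to 3. Leaving out anti-GDF8 ACLT pool A makes pool B, the ACLT pool with the highest muscle marker share, the whole group, so that count cannot be told apart from muscle RNA. Between treatments in control limbs 0 genes passed with limma, against about 49 in the paper (Fig. 6B, read by eye). At an unadjusted p under 0.05 there were 791, and voom weights gave 0. None of the 19 planned settings came within the margin of 1.5 times, with counts of 0 to 1. After ACLT in placebo-treated animals, CPM used directly, chosen after seeing the values, gave 2119 genes, within the margin, and dropped 1 of the 6 genes of Fig. 6C, Adamts12. After ACLT in placebo-treated animals, the Y-linked covariate, chosen after seeing the values, gave 2000 genes, within the margin, and dropped 0 of the 6 genes of Fig. 6C.

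For the genes of Fig. 6C the paper marks a difference between treatments in ACLT limbs for all 6, while none passed here with limma, with log2 fold changes of -2.08 for Adamts4 (adjusted p = 0.123), -1.70 for Mmp11 (adjusted p = 0.120), -1.12 for Mmp14 (adjusted p = 0.120), -1.35 for Mmp2 (adjusted p = 0.125), -1.003 for Adamts12 (adjusted p = 0.301) and -1.41 for Postn (adjusted p = 0.143). Adamts4 and Mmp14 were called under the setting without anti-GDF8 ACLT pool A, and Mmp11, Mmp2, Adamts12 and Postn under no setting. All 6 had lower values with anti-GDF8, the direction the paper gives, and the placebo injury rises of all 6 passed here too. For the anti-GDF8 injury response the paper marks Mmp14, Mmp2, Adamts12 and Postn, of which Mmp2 passed here and Mmp14 (1.19, adjusted p = 0.0607), Adamts12 (1.94, 0.134) and Postn (2.10, 0.0537) did not. Mmp14 was called under the robust fit and the setting without anti-GDF8 ACLT pool B, Adamts12 was called under the setting without placebo control pool A and the setting without placebo control pool B, and Postn was called under pseudocount 5, no filter, trimmed-mean rescaling, quantile normalization, the block within treatment, the block by title number, the setting without placebo control pool A and the setting without placebo control pool B.

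The paper states that ACLT raised glycosaminoglycan genes in anti-GDF8–treated animals, where the median of the list here was 0.05 (camera of limma, adjusted p = 0.254), with 34 of 60 genes higher and the list called under no setting, while matrix, proteoglycan and metalloproteinase activation lists passed. For control limbs the paper reports no pathway raised by anti-GDF8, and here camera called cell cycle, osteoclast, neutrophil and ribosomal protein lists higher, none of them with an estimated correlation (adjusted p = 0.567, 0.547, 0.674 and 0.830). These lists are not the REACTOME sets of the paper, so the comparison is of similar groups of genes, not of the same ones.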

Other observations

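Among the tests below, the permutation of the limb-averaged lists and the muscle and Y-linked covariates were chosen only after the result was seen.

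Attractants of monocytes and markers of macrophages rose after ACLT in placebo-treated animals, led by Ccl2 at 4.89 (adjusted p = 0.00149), Ccl7 at 4.61 (adjusted p = 9.4e-04) and Ccl8 at 4.32 (adjusted p = 0.00148) among chemokines, the acute phase protein Saa3 at 4.28 (adjusted p = 0.00365), and the macrophage genes Ms4a7 at 3.11 (adjusted p = 6.7e-04), Trem2 at 2.58 (adjusted p = 7.9e-04) and the complement subunit C1qb at 1.93 (adjusted p = 9.4e-04) (limma, 2 pools per group). With anti-GDF8 the macrophage genes rose too, with 1.88 (adjusted p = 0.0150) for Ms4a7, 1.38 (adjusted p = 0.0237) for Trem2 and 1.22 (adjusted p = 0.0196) for C1qb, all 3 lost without placebo ACLT pool A or B (1.88, 1.38 and 1.22 without pool A) or anti-GDF8 control pool A (1.76, 1.36 and 1.24) or B (2.00, 1.40 and 1.20), and Trem2 (1.44) and C1qb (1.25) also without anti-GDF8 ACLT pool A. The growth factor Igf1 rose by 2.52 (adjusted p = 0.000996) with placebo, the Wnt antagonists Sfrp2 and Dkk3 by 3.99 (adjusted p = 0.00149) and 2.40 (adjusted p = 0.00337), the matricellular Ccn5 by 2.76 (adjusted p = 0.00210), and the SMAD targets Pmepa1 and Cdkn1a by 2.07 (adjusted p = 0.00195) and 1.24 (adjusted p = 0.00285). The collagen hydroxylase subunit P4ha3 rose by 4.07 (adjusted p = 0.00168), the protease Adamts15 by 2.39 (adjusted p = 0.00454), the lubricant Prg4 by 1.99 (adjusted p = 0.00471), the cartilage protein Matn4 by 2.61 (adjusted p = 0.00564) and the ribosomal protein Rpl22 by 1.53 (adjusted p = 0.00143). The placebo rises in this paragraph held with each library left out. Trim63, a ubiquitin ligase of muscle atrophy, fell with -7.12 (adjusted p = 9.4e-04), while Mstn, the gene of GDF8 itself, fell with -4.16 (adjusted p = 0.0298) and was lost without placebo control pool A (-4.73) or B (-3.59) and placebo ACLT pool A (-4.07) or B (-4.25). Skeletal muscle fiber markers fell in the same comparison, with a median of -6.45. The falls of Trim63 and Mstn therefore cannot be told apart from less muscle RNA in the pools.

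Further lists called after ACLT in placebo-treated animals by camera of limma had medians of 0.84 for SMAD2/3 targets (of 19 genes 8 higher, over the list alone 14 higher, adjusted p = 3.3e-05 and 0.286), 0.65 for inflammatory mediators (of 29 genes 8 higher, over the list alone 8 higher, adjusted p = 0.0168 and 0.458), 0.73 for Wnt and BMP regulators (of 33 genes 7 higher, over the list alone 10 higher, adjusted p = 0.00485 and 0.434), 1.46 for collagen crosslinking (of 7 genes 5 higher, over the list alone 5 higher, adjusted p = 3.2e-05 and 0.271), 2.12 for collagen chains (of 27 genes 16 higher, over the list alone 20 higher and 1 lower, adjusted p = 5.2e-10 and 0.271), 1.44 for matrix glycoproteins (of 38 genes 28 higher, over the list alone 32 higher and 1 lower, adjusted p = 1.3e-13 and 0.271), 1.34 for collagen biosynthesis (of 23 genes 19 higher, over the list alone 21 higher, adjusted p = 3.8e-11 and 0.271), 1.65 for collagen degradation (of 46 genes 27 higher, over the list alone 31 higher, adjusted p = 4.4e-09 and 0.271), 1.06 for ADAMTS and ADAM proteases (of 23 genes 12 higher, over the list alone 12 higher, adjusted p = 2.7e-05 and 0.271), 1.63 for matrix metalloproteinases (of 16 genes 8 higher and 1 lower, over the list alone 10 higher and 1 lower, adjusted p = 0.00222 and 0.297), 0.51 for endothelial markers (of 12 genes 1 higher and 1 lower, over the list alone 6 higher and 1 lower, adjusted p = 0.0255 and 0.434), -0.43 for ATP synthase (of 15 genes 4 lower, over the list alone 5 lower, adjusted p = 8.1e-05 and 0.434), -0.35 for cell cycle (of 67 genes 1 higher and 3 lower, over the list alone none, adjusted p = 1.8e-10 and 0.434), -0.27 for atrophy ubiquitin ligases (of 10 genes 1 higher and 3 lower, over the list alone 1 higher and 4 lower, adjusted p = 0.0168 and 0.271), -0.63 for adipocyte markers (of 10 genes 1 lower, over the list alone 2 higher and 6 lower, adjusted p = 0.0168 and 0.434), -0.32 for neutrophil markers (of 14 genes 1 lower, over the list alone 1 lower, adjusted p = 0.00222 and 0.450), -0.54 for erythroid markers (of 12 genes none, over the list alone none, adjusted p = 0.00281 and 0.495) and -0.53 for Schwann cell markers (of 7 genes none, over the list alone none, adjusted p = 0.0253 and 0.346), with the p-value of an estimated correlation second. After leaving out placebo control pool A the median was -0.15 for atrophy ubiquitin ligases, and the calls of endothelial markers (0.55), adipocyte markers (-0.60), neutrophil markers (-0.11) and Schwann cell markers (-0.26) were lost. Once placebo control pool B was left out the medians were -0.27 for ATP synthase, -0.999 for adipocyte markers and -0.53 for neutrophil markers, and the calls of inflammatory mediators (0.37), atrophy ubiquitin ligases (-0.33) and erythroid markers (-0.54) were lost. Without placebo ACLT pool A the medians were -0.19 for cell cycle and -0.49 for neutrophil markers, and the call of erythroid markers (-0.20) was lost. With placebo ACLT pool B left out the medians were 1.12 for Wnt and BMP regulators and -0.83 for erythroid markers, and the calls of inflammatory mediators (0.27), endothelial markers (0.37), adipocyte markers (-0.51), neutrophil markers (-0.16) and Schwann cell markers (-0.50) were lost. Under the muscle covariate the calls of SMAD2/3 targets (0.44), inflammatory mediators (0.51), endothelial markers (0.19), atrophy ubiquitin ligases (-0.13) and neutrophil markers (-0.10) were lost, and the direction given by camera reversed for ATP synthase (0.31) and adipocyte markers (0.28).

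Lists that did not pass in that comparison had medians of -0.29 (cartilage matrix and chondrocyte markers, adjusted p = 0.225), 0.49 (hypertrophic chondrocyte markers, adjusted p = 0.656), 0.40 (GDF8 pathway, adjusted p = 0.396), 0.02 (interferon-stimulated genes, adjusted p = 0.396), 0.65 (immediate early genes, adjusted p = 0.0935), 0.04 (heat shock genes, adjusted p = 0.882), 0.53 (osteoblast markers, adjusted p = 0.457), -0.41 (mural cell markers, adjusted p = 0.103), 0.11 (B cell markers, adjusted p = 0.947), -0.05 (T cell markers, adjusted p = 0.141), 0.24 (X-inactivation transcripts, adjusted p = 0.947) and 0.31 (Y-linked genes, adjusted p = 0.647), and the cartilage list was called without placebo control pool A (-0.61). Of the skin keratinocyte list only Krt10 was abundant enough to test, with a log2 fold change of 1.40 (adjusted p = 0.0324), a call lost without either placebo control pool (1.26 and 1.55), either placebo ACLT pool (1.38 and 1.43) or either anti-GDF8 control pool (1.40 and 1.40). Of the genes the paper names for muscle, Acta2, Homer2 and Nr4a3 did not pass after ACLT here, with -0.17 for Acta2 (adjusted p = 0.662), -0.06 for Homer2 (0.928) and 1.29 for Nr4a3 (0.345).

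In anti-GDF8–treated animals lists called higher after ACLT had medians of 0.56 for macrophage markers (of 15 genes 5 higher, over the list alone 9 higher and 1 lower, adjusted p = 1.2e-11 and 0.307), 0.39 for inflammatory mediators (of 29 genes 4 higher, over the list alone 6 higher, adjusted p = 6.0e-06 and 0.341), 1.59 for tendon markers (of 7 genes none, over the list alone 5 higher, adjusted p = 2.0e-05 and 0.307), 0.31 for ribosomal proteins (of 76 genes none, over the list alone none, adjusted p = 7.0e-21 and 0.349), 0.27 for SMAD2/3 targets (of 19 genes none, over the list alone 1 higher, adjusted p = 4.8e-04 and 0.359), 1.43 for collagen chains (of 27 genes 7 higher, over the list alone 16 higher, adjusted p = 2.1e-15 and 0.257), 0.76 for matrix glycoproteins (of 38 genes 6 higher, over the list alone 20 higher, adjusted p = 9.7e-18 and 0.257), 0.33 for matrix metalloproteinases (of 16 genes 3 higher, over the list alone 6 higher, adjusted p = 8.5e-04 and 0.341), 0.14 for Wnt and BMP regulators (of 33 genes 2 higher, over the list alone 7 higher and 1 lower, adjusted p = 0.0111 and 0.598), 0.37 for ADAMTS and ADAM proteases (of 23 genes none, over the list alone none, adjusted p = 0.00321 and 0.359), 0.53 for collagen biosynthesis (of 23 genes 2 higher, over the list alone 9 higher, adjusted p = 1.0e-09 and 0.307), 0.79 for collagen crosslinking (of 7 genes none, over the list alone 5 higher, adjusted p = 5.2e-06 and 0.257) and 0.56 for collagen degradation (of 46 genes 9 higher, over the list alone 22 higher and 2 lower, adjusted p = 6.5e-12 and 0.290). After leaving out anti-GDF8 control pool A the medians were 0.12 for matrix metalloproteinases, 0.22 for collagen biosynthesis and 0.29 for collagen degradation, and the call of Wnt and BMP regulators (-0.00028) was lost. Once anti-GDF8 control pool B was left out the medians were 0.65 for matrix metalloproteinases, 0.42 for Wnt and BMP regulators and 0.87 for collagen degradation. Without anti-GDF8 ACLT pool A the medians were 0.21 for inflammatory mediators, 0.65 for matrix metalloproteinases, 0.26 for Wnt and BMP regulators and 0.23 for ADAMTS and ADAM proteases. With the Y-linked covariate the calls of matrix metalloproteinases (0.061) and Wnt and BMP regulators (0.18) were lost.

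Between treatments in ACLT limbs, where no gene passed alone over all genes, further camera calls had medians of -0.57 for SMAD2/3 targets (adjusted p = 7.9e-06 and 0.294, of 19 genes 4 lower over the list alone), -0.62 for macrophage markers (adjusted p = 1.5e-05 and 0.294, of 15 genes 8 lower over the list alone), -0.85 for osteoblast markers (adjusted p = 0.00113 and 0.313, of 15 genes 4 lower over the list alone), -0.50 for endothelial markers (adjusted p = 4.5e-04 and 0.294, of 12 genes 2 lower over the list alone), -0.98 for cartilage matrix and chondrocyte markers (adjusted p = 9.6e-05 and 0.294, of 25 genes none over the list alone), -0.99 for Y-linked genes (adjusted p = 0.00204 and 0.294, of 4 genes 4 lower over the list alone), 0.25 for mitochondrially encoded mRNAs (adjusted p = 0.00478 and 0.476, of 13 genes none over the list alone), -0.75 for Wnt and BMP regulators (adjusted p = 9.4e-05 and 0.294, of 33 genes none over the list alone), -0.90 for hypertrophic chondrocyte markers (adjusted p = 0.0108 and 0.375, of 11 genes 2 lower over the list alone), -0.36 for immediate early genes (adjusted p = 0.0270 and 0.375, of 17 genes 3 lower over the list alone), 0.30 for atrophy ubiquitin ligases (adjusted p = 0.0151 and 0.291, of 10 genes 3 higher and 1 lower over the list alone), -0.86 for collagen crosslinking (adjusted p = 6.1e-05 and 0.291, of 7 genes 6 lower over the list alone), -0.85 for matrix glycoproteins (adjusted p = 7.8e-12 and 0.291, of 38 genes 23 lower over the list alone), -0.95 for proteoglycans (adjusted p = 7.8e-06 and 0.291, of 20 genes 11 lower over the list alone), -0.36 for glycosaminoglycan metabolism (adjusted p = 5.3e-05 and 0.294, of 60 genes 6 lower over the list alone), 0.27 for pyruvate metabolism (adjusted p = 7.9e-06 and 0.294, of 21 genes none over the list alone), 0.09 for electron transport (adjusted p = 8.8e-05 and 0.542, of 67 genes none over the list alone), 0.20 for ATP synthase (adjusted p = 0.00446 and 0.475, of 15 genes none over the list alone), 0.34 for glycolysis (adjusted p = 7.0e-05 and 0.294, of 18 genes 2 higher over the list alone), -0.56 for osteoclast markers (adjusted p = 0.0306 and 0.375, of 12 genes 3 lower over the list alone), -0.70 for mural cell markers (adjusted p = 0.00609 and 0.305, of 13 genes 1 higher and 5 lower over the list alone), 0.87 for adipocyte markers (adjusted p = 0.00174 and 0.308, of 10 genes none over the list alone) and -0.20 for ribosomal proteins (adjusted p = 6.1e-04 and 0.554, of 76 genes none over the list alone). With placebo ACLT pool A left out the medians were -0.36 for osteoblast markers and 0.14 for electron transport, and the calls of hypertrophic chondrocyte markers (-0.40) and immediate early genes (-0.31) were lost. After leaving out placebo ACLT pool B the medians were -0.60 for immediate early genes and 0.30 for adipocyte markers. Once anti-GDF8 ACLT pool A was left out the medians were 0.57 for mitochondrially encoded mRNAs, -0.54 for immediate early genes, 0.60 for pyruvate metabolism, 0.39 for electron transport, 0.44 for ATP synthase, 0.59 for glycolysis and 1.49 for adipocyte markers, and the calls of osteoclast markers (-0.54) and mural cell markers (-0.30) were lost. Without anti-GDF8 ACLT pool B the medians were -0.52 for cartilage matrix and chondrocyte markers, -0.45 for hypertrophic chondrocyte markers and 0.14 for glycolysis, and the calls of mitochondrially encoded mRNAs (-0.13), immediate early genes (-0.29), pyruvate metabolism (0.05), electron transport (-0.11), ATP synthase (-0.09), adipocyte markers (0.27) and ribosomal proteins (-0.14) were lost. With the muscle covariate the calls of SMAD2/3 targets (-0.31), endothelial markers (-0.30), cartilage matrix and chondrocyte markers (-0.37), Y-linked genes (-0.32), immediate early genes (-0.0080) and atrophy ubiquitin ligases (-0.0036) were lost, and the direction given by camera reversed for mitochondrially encoded mRNAs (-0.36), pyruvate metabolism (-0.23), electron transport (-0.37), ATP synthase (-0.26), glycolysis (-0.24), adipocyte markers (-0.028) and ribosomal proteins (-0.035). Under the Y-linked covariate the calls of immediate early genes (-0.12), atrophy ubiquitin ligases (0.077), glycosaminoglycan metabolism (-0.17), pyruvate metabolism (-0.092) and adipocyte markers (0.22) were lost, and the direction given by camera reversed for mitochondrially encoded mRNAs (-0.14), electron transport (-0.26), ATP synthase (-0.20), glycolysis (-0.0014) and ribosomal proteins (-0.0080).

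In control limbs further camera calls had medians of -0.34 for mural cell markers (adjusted p = 2.1e-09 and 0.547, of 13 genes 5 lower over the list alone), -0.82 for tendon markers (adjusted p = 0.00183 and 0.547, of 7 genes 1 lower over the list alone), -0.20 for interferon-stimulated genes (adjusted p = 0.00215 and 0.595, of 22 genes none over the list alone), -0.25 for T cell markers (adjusted p = 0.00136 and 0.547, of 10 genes none over the list alone), -0.45 for collagen chains (adjusted p = 1.8e-06 and 0.547, of 27 genes none over the list alone), -0.20 for TCA cycle (adjusted p = 3.5e-04 and 0.581, of 18 genes none over the list alone), -0.21 for pyruvate metabolism (adjusted p = 1.6e-04 and 0.567, of 21 genes none over the list alone), -0.12 for extracellular matrix organization (adjusted p = 1.7e-07 and 0.547, of 176 genes none over the list alone), -0.21 for cartilage matrix and chondrocyte markers (adjusted p = 0.00790 and 0.567, of 25 genes none over the list alone), -0.05 for collagen biosynthesis (adjusted p = 0.00601 and 0.567, of 23 genes none over the list alone), -0.15 for matrix glycoproteins (adjusted p = 3.5e-04 and 0.567, of 38 genes none over the list alone), -0.18 for proteoglycans (adjusted p = 0.00183 and 0.547, of 20 genes none over the list alone), -0.22 for ATP synthase (adjusted p = 6.4e-06 and 0.567, of 15 genes none over the list alone), -0.28 for glycolysis (adjusted p = 0.00546 and 0.567, of 18 genes none over the list alone), -0.15 for atrophy ubiquitin ligases (adjusted p = 0.0354 and 0.547, of 10 genes none over the list alone), -0.17 for osteoblast markers (adjusted p = 0.00661 and 0.567, of 15 genes none over the list alone), -0.07 for fibroblast markers (adjusted p = 0.00790 and 0.567, of 20 genes none over the list alone) and -0.06 for Wnt and BMP regulators (adjusted p = 0.00757 and 0.567, of 33 genes none over the list alone). With placebo control pool A left out the medians were -0.23 for collagen chains, -0.38 for TCA cycle, -0.32 for pyruvate metabolism, 0.03 for extracellular matrix organization, -0.46 for cartilage matrix and chondrocyte markers, -0.47 for glycolysis, -0.04 for atrophy ubiquitin ligases and -0.08 for osteoblast markers, and the calls of tendon markers (-0.55), collagen biosynthesis (-0.03), matrix glycoproteins (0.15), proteoglycans (-0.10), fibroblast markers (0.25) and Wnt and BMP regulators (0.01) were lost. After leaving out placebo control pool B the medians were -1.55 for tendon markers, -0.30 for collagen chains, -0.27 for extracellular matrix organization, -0.13 for collagen biosynthesis, -0.34 for matrix glycoproteins, -0.39 for proteoglycans, -0.61 for fibroblast markers and -0.34 for Wnt and BMP regulators, and the calls of interferon-stimulated genes (-0.19), TCA cycle (-0.02), pyruvate metabolism (-0.15), cartilage matrix and chondrocyte markers (-0.0072), ATP synthase (-0.20), glycolysis (-0.15), atrophy ubiquitin ligases (-0.26) and osteoblast markers (-0.12) were lost. Once anti-GDF8 control pool A was left out the medians were -0.37 for interferon-stimulated genes, -0.43 for T cell markers, -0.13 for collagen chains, -0.09 for pyruvate metabolism, -0.06 for extracellular matrix organization, -0.07 for proteoglycans and -0.09 for ATP synthase, and the calls of TCA cycle (-0.09), collagen biosynthesis (-0.02), glycolysis (-0.03), atrophy ubiquitin ligases (-0.02), osteoblast markers (0.18), fibroblast markers (0.13) and Wnt and BMP regulators (0.15) were lost. Without anti-GDF8 control pool B the medians were -0.69 for collagen chains, -0.45 for pyruvate metabolism, -0.25 for collagen biosynthesis, -0.34 for ATP synthase, -0.51 for glycolysis, -0.51 for osteoblast markers, -0.25 for fibroblast markers and -0.32 for Wnt and BMP regulators, and the calls of interferon-stimulated genes (-0.01), cartilage matrix and chondrocyte markers (0.05) and atrophy ubiquitin ligases (-0.24) were lost. Averaged over the limbs, B cell markers were the only list with all 4 anti-GDF8 libraries on 1 side of all 4 placebo libraries, and since the limbs of a treatment come from the same mice and no list could pass adjustment over 45 lists by its own separation, a permutation of these libraries decides nothing.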
